# Coupled Evolution of Transcription and mRNA Degradation

**DOI:** 10.1371/journal.pbio.1001106

**Published:** 2011-07-19

**Authors:** Mally Dori-Bachash, Efrat Shema, Itay Tirosh

## Abstract

mRNA levels are determined by the balance between transcription and mRNA degradation, and while transcription has been extensively studied, very little is known regarding the regulation of mRNA degradation and its coordination with transcription. Here we examine the evolution of mRNA degradation rates between two closely related yeast species. Surprisingly, we find that around half of the evolutionary changes in mRNA degradation were coupled to transcriptional changes that exert opposite effects on mRNA levels. Analysis of mRNA degradation rates in an interspecific hybrid further suggests that opposite evolutionary changes in transcription and in mRNA degradation are mechanistically coupled and were generated by the same individual mutations. Coupled changes are associated with divergence of two complexes that were previously implicated both in transcription and in mRNA degradation (Rpb4/7 and Ccr4-Not), as well as with sequence divergence of transcription factor binding motifs. These results suggest that an opposite coupling between the regulation of transcription and that of mRNA degradation has shaped the evolution of gene regulation in yeast.

## Author Summary

The regulation of mRNA levels in the cell is important to ensure, for instance, timely cellular responses to changes in the environment. mRNA transcription and mRNA degradation directly affect mRNA levels and it would make sense to have a system in place that would coordinate these opposing processes. Previous studies suggested that regulation of transcription in the nucleus may be linked to regulation of mRNA degradation in the cytoplasm, yet the details of this connection are poorly understood. In this study, we took an evolutionary approach to address this question by comparing both transcription and mRNA degradation between two yeast species. We found that evolution of these distinct processes is coordinated, as genes that diverged in mRNA degradation tend to also diverge in transcription. Interestingly, the coordination is counterproductive, as increased transcription is linked to increased mRNA degradation. We analyzed a hybrid between the two yeast species to classify evolutionary differences according to the type of underlying mutation (*cis* or *trans*). This analysis indicated that coordinated changes in transcription and mRNA degradation are likely to be driven by the same individual mutations, and thus directly coupled. Finally, we suggest several mechanisms that may mediate this coupling, including complexes which are involved in both processes (Rpb4/7 and Ccr4-Not) and promoter regulatory regions. These results suggest that a direct coupling between the regulation of transcription and mRNA degradation is a common phenomenon employed by approximately 10% of the genes in yeast.

## Introduction

Work on the regulation of mRNA levels has traditionally focused on transcription, although mRNA levels reflect the balance between transcription and mRNA degradation. Recent studies have shown that regulation of mRNA degradation also has a central role in control of gene expression, and in certain systems might be as important as transcription regulation [1]–[10], underscoring the importance of systematically studying the patterns of mRNA degradation and their regulation. While the basic machinery of mRNA degradation is well established [2],[11], very little is known regarding gene-specific and condition-specific regulation by RNA-binding proteins (RBPs), which bind to subsets of mRNAs and coordinate their post-transcriptional regulation [12],[13]. Notably, hundreds of RBPs are predicted in each eukaryotic genome, yet the subsets of bound mRNAs and the impact on mRNA degradation are known only for a selected few [14]–[18].

Although both transcription and mRNA degradation individually contribute to the regulation of mRNA levels, they are ultimately integrated to form a coherent regulatory system, and several studies provided evidence for crosstalk between the regulation of transcription and mRNA degradation. First, two conserved and general regulatory complexes, the Rpb4/7 dimmer, which is composed of two subunits of RNA polymerase II [19], and the Ccr4-Not complex [20],[21], have been shown to control both transcription and mRNA degradation and thus may serve to coordinate their regulation. Second, recent work in the fission yeast has described a feed-forward loop whereby a transcription factor activates a regulator of mRNA degradation and both factors jointly control the expression of a common subset of genes [22]. Such interplay between factors that control transcription and mRNA degradation might in fact be a common property of regulatory networks [23]. Third, several studies examined the response of *S. cerevisiae* to environmental perturbations and found coordinated changes in mRNA degradation and transcription [5],[6],[8],[9],[24]. For example, Shalem et al. [24] found that transcriptional regulation is coordinated with changes in mRNA stability and that the mode of this coordination is condition-dependent, such that induced genes are stabilized in one condition (during DNA damage) and destabilized in another (during oxidative stress).

Taken together, these observations suggest that transcription and mRNA degradation are often coordinated. However, this coordination remains poorly understood, raising several important questions. What is the scope of this coordination? What mechanisms underlie this coordination and are they directly or indirectly influencing both processes? What is the mode of coordination—is transcriptional induction mostly coordinated with decreased degradation, increased degradation, or both? What is the functional significance of such coordination?

To address these questions, we set out to examine the coordination between transcription and mRNA degradation from an evolutionary perspective, by comparing two closely related yeast species, *S. cerevisiae* and *S. paradoxus*. These species diverged from a common ancestor ∼5–10 million years ago and maintained similar physiology and genomic sequences (∼90% identity), yet as we have shown previously [25], most of their orthologous genes have diverged in mRNA levels. Comparing the mRNA degradation rates of these species, we find significant differences at ∼11% of the orthologs. Remarkably, around half of these evolutionary differences in mRNA degradation are coupled to evolutionary differences in transcription, indicating a widespread coordination. This coordination involves almost exclusively opposite effects of transcription and degradation such that transcriptional induction is coupled to increased mRNA degradation. Furthermore, classification of transcription and degradation changes into *cis* and *trans*, by allele-specific analysis of the interspecific hybrid, suggests a direct mechanistic coupling whereby individual mutations influence both transcription and mRNA degradation. These mutations seem to involve Rpb4/7, Ccr4-Not, as well as additional unknown factors.

## Results

### Genome-Wide mRNA Degradation Rates in Two Closely Related Yeast Species

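Cultures in log phase at 30°C received 150 µg/ml of 1,10-phenanthroline, which arrests transcription, and 2 biological repeats of the time course were hybridized to 8 arrays. Each array held 10950 pairs of orthologous probes of 60 bases, with 2 spots per probe. By the sample labels, the pooled RNA of S. cerevisiae and S. paradoxus was labelled green (Cy3) and the RNA of their hybrid red (Cy5) on the same array. The processed signal of the authors' scanner files is an intensity that the scanning software had detrended and corrected for the dyes by lowess within each array, and that was not scaled between arrays. In the 8 samples of the species pool, the median processed signal lay between 901 and 1353, between 98.1% and 98.8% of the 43800 spots were well above background, and between 16 and 84 spots were saturated. Spots called non-uniform or outlying by the scanning software were left out and the remaining spots of a probe were averaged. The mean log2 signal was then set at every time point to the overall decay of the methods, with a half-life of 25 min, a decrease of 0.80 in log2 per interval. This was done for each species separately, a choice made here, since the methods scale the entire data and do not mention the species. Degradation rates therefore depend on this assumed average, and only differences between genes come from the arrays. The probe names carry numbers and no gene names, so the values are given per probe pair, and the several probe pairs of a gene are not independent of one another. Exact matches of the primers in Table S1 gave the species of the probes and the identity of 3 genes, ATP7, PRP9 and ECO1. The number of repeats limits the precision of every value.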

To compare the mRNA degradation rates of the two species, we monitored mRNA levels following transcriptional arrest using 1,10-Phenantroline [7],[26]. mRNA levels were measured at 0, 20, 40, and 60 min after addition of the drug using a two-species microarray [25]. As expected, the profiles of most genes were well approximated by an exponential decay, which is reflected by a linear decrease of the log_2_ mRNA levels with time (Figure 1a). Degradation rates were estimated as the slope of the linear fit for 78% of the genes that had an *R* ^2^ value (goodness-of-fit) above 0.94, while genes with lower *R* ^2^ were excluded from further analysis. 

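In repeat 1, 77.8% of the 21900 probe profiles of the species pool had an R2 above 0.94, with 78.5% among S. cerevisiae probes and 77.0% among S. paradoxus probes. Repeat 2 gave 77.3%, with 81.5% for S. cerevisiae and 73.1% for S. paradoxus. The percentage moved most with the assumed average half-life, from 60.3% with 40 min to 90.5% with 15 min in place of 25 min. Both probes of a pair passed in 7423 pairs of repeat 1 and 7235 pairs of repeat 2. Among those of repeat 1, the median half-life was 21.9 min in S. cerevisiae, with 10th and 90th percentiles of 13.4 and 35.0 min, and 22.7 min in S. paradoxus, with percentiles of 13.9 and 34.0 min.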

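Across the 7982 S. cerevisiae probes with an R2 above 0.94 in both repeats, the rates of the repeats had a Pearson correlation of 0.893 and a Spearman correlation of 0.893. The 7325 S. paradoxus probes that passed gave a Pearson correlation of 0.934 and a Spearman correlation of 0.908. These are correlations across probes, which are not independent replicates. Leaving out the 0 min sample lowered the S. cerevisiae correlation most, to 0.821. Without gene names, probes were taken as those of one gene where neighbouring probes overlapped by at least 10 bases and their numbers differed by at most 3. This was so for 262 probe pairs. This definition was chosen after the probe sequences had been seen. Among these, the log2 rates of the overlapping probes in repeat 1 had a Pearson correlation of 0.962 in S. cerevisiae (194 pairs of probes) and 0.971 in S. paradoxus (187 pairs). The correlations between repeats are of rates without log2, so these values are not of like form. Overlapping probes share part of their bases, so they vary less in sequence than probes at distant positions.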

The calculated mRNA degradation rates of *S. cerevisiae* genes were highly reproducible among two biological repeats and between probes that were designed for different positions of the same genes, and were consistent with previous measurements of mRNA degradation that utilized a PolII mutant strain to block transcription (Figure 1b) [24].

**Figure 1:**
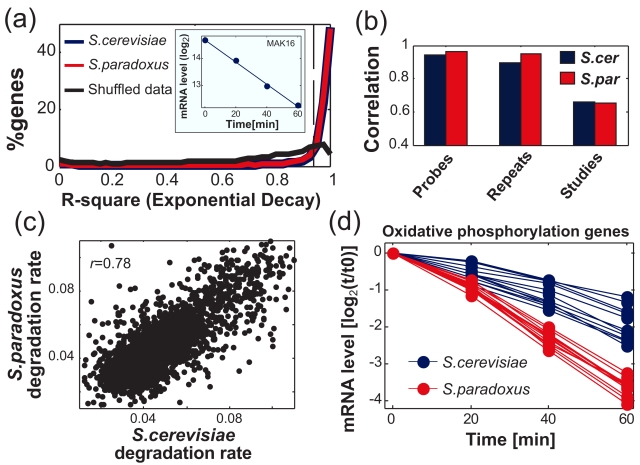
Large-scale analysis of mRNA degradation rates in two yeast species. (a) *R* ^2^ values (goodness-of-fit) for a linear-fit to the log_2_ mRNA levels at the four time points (see inset for example of a single gene). As control, we performed the same analysis to 10,000 shuffled profiles in which each time-point is taken from a different gene (randomly selected), thus retaining the overall degradation of mRNA levels but shuffling the gene-specific degradation rates. 78% of the real profiles (compared with 18% of the shuffled profiles) obtained an *R* ^2^ value above 0.94 and were included in all further analyses. (b) Correlation of *S. cerevisiae* (blue) and *S. paradoxus* (red) mRNA degradation rates: (i) between different probes for the same genes (note that different probes typically have different hybridization intensities, yet the mRNA degradation rates are highly reproducible, see Materials and Methods), (ii) between biological repeat experiments, and (iii) between this work and a previous work that used a temperature-sensitive mutation in RNA polymerase II to block transcription. Note that although this previous work analyzed only *S. cerevisiae*, it has high correlations with our data for the two species. (c) Scatter-plot of mRNA degradation rates in *S. cerevisiae* and *S. paradoxus*, which have a genome-wide correlation of 0.78. (d) Patterns of mRNA degradation for the 12 oxidative phosphorylation genes included in the analysis in *S. cerevisiae* (blue) and *S. paradoxus* (red).

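Shuffled profiles were drawn 10000 times for each repeat, with each time point taken from the scaled log2 levels of a different, randomly selected probe. Of these, 5.47% had an R2 above 0.94 in repeat 1 and 5.35% in repeat 2. When the levels were first expressed relative to the 0 min value of the same probe, a form of shuffling tried after the values had been seen, the percentages were 19.9% and 24.4%.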

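Across the 7423 probe pairs of repeat 1, the degradation rates of S. cerevisiae and S. paradoxus had a Pearson correlation of 0.777 and a Spearman correlation of 0.723. The Pearson correlation was 0.620 in repeat 2, and it was 0.740 and 0.632 when the rates of the species were taken from different repeats. The rule of the methods compares the decreases over the 3 intervals of a time course between orthologous probes by the methods' t-test, at a p of 0.05 and a ratio of rates above 1.4. It called 316 of the 7423 probe pairs in repeat 1 (4.26%), of which 158 had the faster rate in S. cerevisiae and 158 in S. paradoxus. Of the 269 called pairs that were also fitted in repeat 2, 264 (98.1%) differed in the same direction there, and 65 were called in both repeats. Applied to the repeats of one species instead of the species, the rule called 81 of 7982 probes (1.01%) in S. cerevisiae and 28 of 7325 (0.382%) in S. paradoxus. The t-test uses intervals within 1 time course, so a second test was made over both repeats. With limma, the slopes of the log2 ratio of the species over time, fitted with each repeat as a replicate block, differed from 0 at an adjusted p under 0.05 and with a ratio of rates above 1.4 for 866 of 6335 probe pairs (13.7%), 490 faster in S. cerevisiae and 376 faster in S. paradoxus. Without the minimum ratio, 2818 pairs passed. The largest ratios toward S. cerevisiae were those of stability19451 and stability17271, with log2 ratios of rates of 1.63 and 1.50, and toward S. paradoxus those of stability3800 and stability18334, with -2.40 and -2.09 (limma adjusted p between 3.3e-05 and 8.0e-05). The S. cerevisiae probe of stability17271 had all of its spots well above background in 0 of the 8 samples of the species pool, so its ratio was not obtained among probes well above background, and a half-life of 15 min in place of 25 min brought the 4 ratios to 0.82, 0.85, -1.52 and -1.12. The files do not pair these identifiers with gene names. Using 1 slope difference per repeat, which does not count time points as replicates, 858 pairs were called. The limma count was 5 of 170 with an R2 above 0.995 and 2265 of 10242 without a filter on R2, and the methods' t-test on the intervals of both repeats called 632 of the 6335 pairs at its own threshold and 47 after Benjamini-Hochberg adjustment. Scaling both species together gave 1349 calls, 1295 of them faster in S. cerevisiae, since it moved the median log2 ratio of rates from 0.02 to 0.22.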

Degradation rates were largely conserved among the two yeast species, with a genome-wide correlation of 0.78 (Figure 1c), yet we identified considerable differences at ∼11% of the orthologs, in which the difference was both statistically significant (*p*<0.05) and above 1.4-fold (i.e., the higher degradation rate exceeded the lower degradation rate by at least 40%, see Figure S1 for results with other thresholds). Differential mRNA degradation rates of six genes were validated by real-time PCR (Figure S2). These results indicate that, even among such closely related species, considerable differences in mRNA degradation rates are common, although much less common than differences in mRNA levels, which were observed for approximately half of the genes in this and in previous work (Figure S1) [25]. 

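At 0 min of repeat 2, 52.7% of the 7423 probe pairs fitted in repeat 1 had a difference in mRNA level above 1.5-fold, with the processed signal of each species scaled to the same mean log2. The difference was above 1.5-fold and in the same direction in both repeats for 43.3% of the pairs. The log2 ratio of the levels had a Pearson correlation of 0.929 between the repeats across probe pairs, and the SD of its difference between the repeats was 0.41. The corresponding Pearson correlation for the log2 ratio of degradation rates was 0.764 over 6335 pairs. Normexp background correction of the raw signals moved the share with a level difference most, to 48.3%. Orthologous probes differ in sequence, so their ratio also holds any difference in probe affinity.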

Differential degradation was observed for genes with various functions but was particularly enriched among respiration-related genes. Notably, degradation rates of these genes were consistently higher in *S. paradoxus* than in *S. cerevisiae*, as shown in Figure 1d for the 12 oxidative phosphorylation genes included in our analysis.

### Coupled Evolutionary Changes in Transcription and mRNA Degradation

We next turned to systematically compare the changes in mRNA degradation rates to the changes in mRNA levels, as measured here in the zero time-point (before transcription arrest), or in a previous work [25]. 

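With rates from repeat 1 and levels from the 0 min sample of repeat 2, the probe pairs were grouped by the ratio of the faster to the slower rate, the smallest differences being those below 0.20 in log2. A level difference above 1.5-fold was seen in 50.0% of the 3466 pairs with the smallest differences and in 52.5% of the 2666 pairs between these and a ratio of 1.4. It was seen in 59.7% of the 1146 pairs between 1.4 and 2, and in 66.2% of the 145 pairs above 2. For the transcription rate, estimated as the product of level and rate, the same groups gave 50.8%, 57.5%, 72.5% and 89.7%. The ratio of rates that forms the groups is also part of this estimate, so the calculation alone gives a rise. These shares were not compared with permuted levels, and no conclusion is drawn from their rise.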

Sorting the genes by the degree of inter-species differential degradation rate, we observed that differential degradation is associated with inter-species differential mRNA level (Figure 2a). This might seem expected, as mRNA levels are partially determined by mRNA degradation. Surprisingly, however, the direction of differences in mRNA levels is opposite to that expected purely from the difference in mRNA degradation: genes with higher mRNA degradation rate in one of the species tend to have *higher* mRNA levels in that species, although the increased degradation would be expected to decrease their mRNA levels (Figure 2b). This indicates that apart from the differences in degradation rates, there are also differences in the transcription rates of these genes that exert opposite effects on mRNA levels. For example, oxidative phosphorylation genes have significantly faster mRNA degradation in *S. paradoxus* than in *S. cerevisiae*, yet 11 out of 12 of these genes in fact have significantly higher mRNA level in *S. paradoxus* than in *S. cerevisiae* (Figure 2b, blue dots). 

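Between a difference in rate of 0.20 in log2 and a ratio of 1.4, 826 of the 1400 probe pairs with a level difference (59.0%) had the higher level in the species with the faster degradation. The share was 67.3% of 684 pairs between 1.4 and 2 (95% CI 63.6 to 70.8, exact Clopper-Pearson) and 76.0% of 96 pairs above 2 (95% CI 66.3 to 84.2). The intervals cover counting error only and treat probe pairs as independent. Over all ratios, 2218 of 3914 pairs (56.7%) were opposite. The oxidative phosphorylation genes as a list were not analysed here.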

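Of the 316 probe pairs called by the rule of the methods in repeat 1, 188 had a level difference above 1.5-fold in repeat 2. In 132 of them (70.2%, 95% CI 63.1 to 76.6, exact Clopper-Pearson), the level was higher in the species with the faster degradation (two-sided exact binomial test against 50%, p = 2.9e-08). Permuting the levels over the probe pairs 1000 times gave a mean of 49.9% and an upper limit of 57.0% for the central 95% (one-sided p = 0.001, the smallest that these permutations can give). With 1 called pair kept per neighbourhood of probe numbers, which limits the repeated counting of a gene and was chosen after seeing the data, the share was 66.4% of 131 pairs (exact binomial p = 0.00022). Among the pairs called by limma, 69.2% of 506 were opposite. Of the settings chosen in advance, scaling both species together moved the share most, to 57.9%, and with rates from repeat 2 and levels from repeat 1 it was 62.9%. The share also differed with the signal of the probes. It was 59.2% of 76, 56.8% of 44 and 91.2% of 68 pairs in the dimmest, middle and brightest of 3 equal groups by signal at 0 min, a split made after seeing the data. From the excess of opposite differences, the paper reasons that transcription and degradation have opposing effects on the mRNA levels of these genes.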

Strikingly, in close to 80% of the genes with differential mRNA level and differential degradation, the difference in mRNA level is opposite to that expected from the difference in mRNA degradation, thus implying opposing effects of transcription and degradation (red section in Figure 2c).

**Figure 2:**
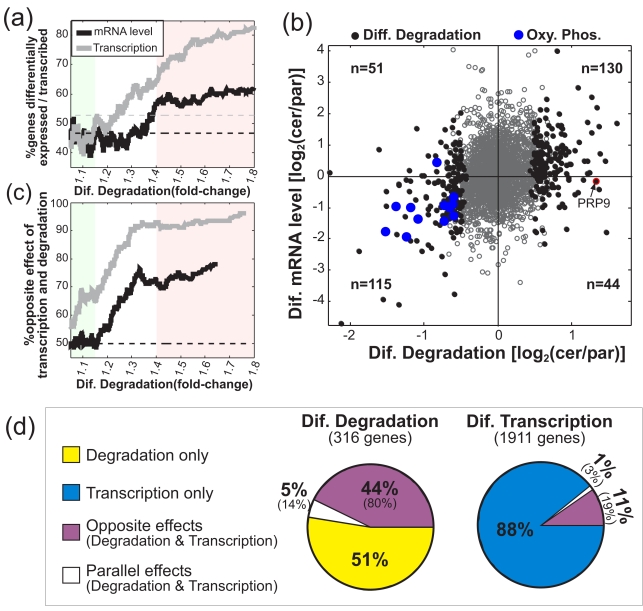
Coupled evolution of transcription and mRNA degradation. (a) Sliding window analysis (windows of 200 genes) for the percentage of inter-species differentially expressed genes (above 1.5-fold), using either mRNA levels (black) or estimated transcription rates (gray), as a function of the fold-change of inter-species differences in mRNA degradation rates. Dashed lines indicate the genome-wide percentage of differential mRNA levels (black) or transcription rates (gray). The green section includes small differences in mRNA degradation which may reflect technical variations, while the red section includes larger and biologically meaningful differences in mRNA degradation. (b) Scatter-plot of differential mRNA degradation rates versus differential mRNA levels for genes with (full circles) or without (empty circles) significant difference in mRNA degradation, and for oxidative phosphorylation genes (blue). The number of genes with significant difference in mRNA degradation is shown for each quarter, demonstrating an enrichment of genes with opposite effects of mRNA degradation and mRNA levels (genes with higher degradation in *S. cerevisiae* also tend to have higher mRNA levels, as the upper-right quarter has more genes than the lower-right quarter). (c) Sliding window analysis (windows of 200 genes) for the percentage of genes with opposite effects of transcription and degradation among those with differential mRNA degradation rate and either differential mRNA levels (black) or differential transcription rate (gray), as a function of the fold-change of inter-species differences in mRNA degradation rates. Dashed line indicates 50% opposite effects, as would be expected by chance if differential expression and differential degradation are independent. Green and red sections are as in (a). (d) Pie charts for the different combinations of differences in transcription and mRNA degradation, among the genes with differential mRNA degradation (right) and the genes with differential transcription (left). The analysis was performed with conservative estimates of coupling (only those with coupling as defined both by analyses of mRNA levels and by analysis of estimated transcription rates), while the percentages in parentheses show the results of a more relaxed analysis, in which either mRNA levels or transcription rates were sufficient to define coupling.

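Of the called probe pairs, 93 had both the faster degradation and the higher level in S. cerevisiae, and 109 had both in S. paradoxus. Of the rest, 65 pairs degraded faster in S. cerevisiae with the higher level in S. paradoxus, and 49 degraded faster in S. paradoxus with the higher level in S. cerevisiae. These numbers include level differences of any size.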

Technical biases do not seem to have a significant effect on the observed coupling. 

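Of the 1734 probe pairs with a level difference above 1.5-fold and rates within 0.20 in log2 of each other, 859 (49.5%, 95% CI 47.2 to 51.9, exact Clopper-Pearson) had the higher level in the species with the faster rate (two-sided exact binomial test, p = 0.72). The share was 55.6% with rates and levels both from repeat 2 (exact binomial p = 1.0e-05), 52.8% with rates from repeat 2 and levels from repeat 1 (exact p = 0.028) and 52.2% with a half-life of 15 min (exact p = 0.017).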

First, the coupling is observed for large differences in mRNA degradation (red section), but not for genes with very small changes in degradation, which are more dependent on technical variations (green section in Figure 2c). 

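With rates and levels both taken from repeat 1, 158 of 203 called probe pairs (77.8%, 95% CI 71.5 to 83.3, exact Clopper-Pearson) had opposite differences. With both taken from repeat 2, the share was 64.4%.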

Second, we used different datasets to compute mRNA levels and mRNA degradation, thus avoiding potential artifacts that might generate the observed coupling. 

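Overlapping probes of one transcript were compared as if they were the orthologous probes of 2 species, with rates from repeat 1 and signals from the 0 min sample of repeat 2. Their signals differed by up to 16.5-fold in S. cerevisiae and 14.5-fold in S. paradoxus, while 86.1% and 89.8% of the rates lay within 0.20 in log2 of each other, and the rule of the methods called 0 pairs of probes. The ratio of rates was above 1.4 for 2 pairs of S. cerevisiae probes and for 0 pairs of S. paradoxus probes. Where the signals differed by more than 1.5-fold, the brighter probe had the faster rate in 33 of 86 pairs in S. cerevisiae (38.4%, two-sided exact binomial test, p = 0.040) and in 31 of 87 pairs in S. paradoxus (35.6%, p = 0.0097). Within the hybrid, it had the faster rate in 18 of 59 pairs for the S. cerevisiae allele (30.5%) and in 17 of 63 for the S. paradoxus allele (27.0%). In each species the share stayed below 50% with an exact binomial p under 0.05 in 5 of 12 alternatives. In S. cerevisiae and S. paradoxus it was 46.6% and 58.1% with normexp background correction (exact binomial p = 0.59 and 0.16), 46.9% and 50.0% without the 60 min samples (exact p = 0.66 and 1.0), and 41.4% and 46.0% with loess within each array (exact p = 0.13 and 0.52). Loess was applied to the normexp-corrected signals, so the values with loess and with normexp are not independent of one another. The slope of the log2 rate on the log2 signal between the overlapping probes was -0.036 (SE 0.010) in S. cerevisiae and -0.0049 (SE 0.0094) in S. paradoxus. The species values of like form, which do not require a called difference in rate, are 56.7% over all pairs with a level difference and 49.5% for rates within 0.20 in log2. These probes share part of their sequence, so they vary less in sequence than probes at distant positions.

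**Figure D1:**
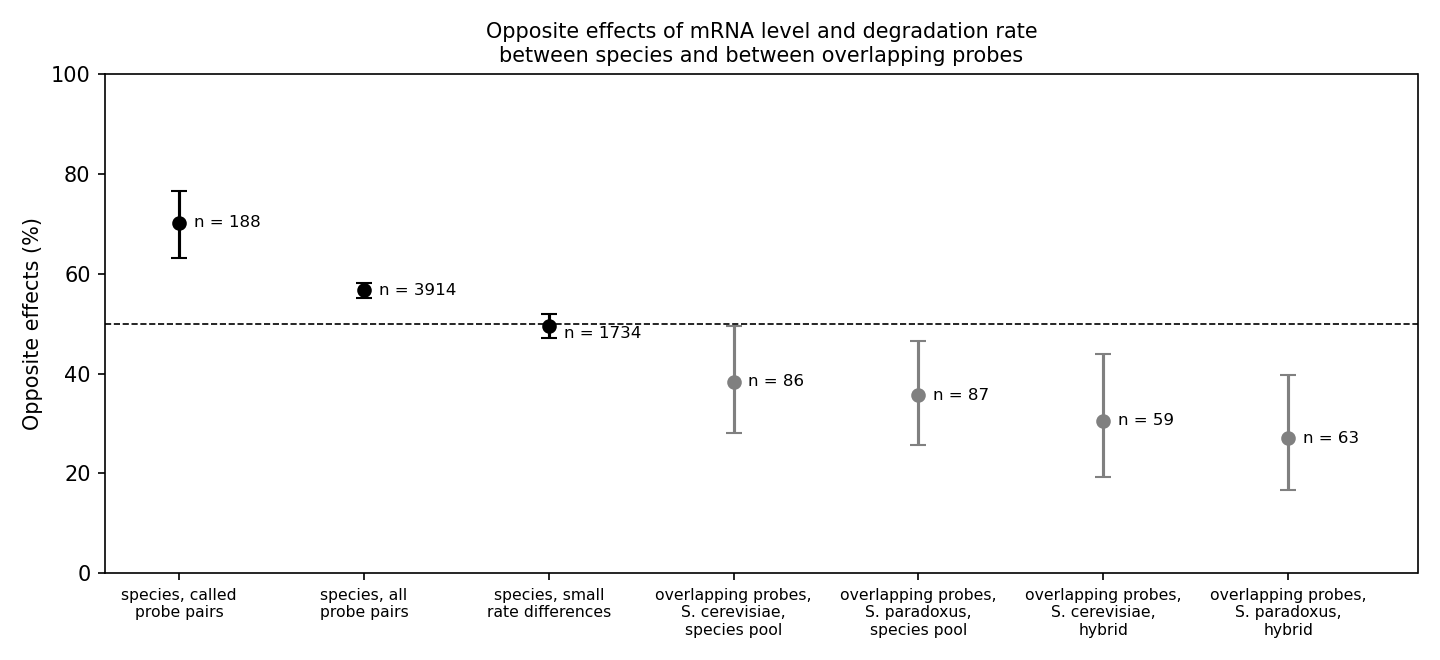
Percentage of pairs in which the higher signal went with the faster degradation rate, for probe pairs of the species and for overlapping probes of one transcript (x axis: comparison). Points are percentages and bars are exact 95% confidence intervals; the species lie at 70.2% of 188 called pairs, 56.7% of all 3914 pairs with a level difference and 49.5% of 1734 pairs with small rate differences, and the 4 sets of overlapping probes, which hold no called pair, lie between 27.0% and 38.4%.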

Third, our microarray contains different probes for the same genes with widely different hybridization intensities (which serve to calculate mRNA levels), but these differences do not affect the estimation of mRNA degradation rates (see Materials and Methods). Fourth, the observed coupling cannot be accounted by microarray artifacts or residual transcription (see Methods and Figure S3).

Notably, the above analysis in fact underestimates the scope of the coupling between transcription and mRNA degradation, since mRNA levels are used instead of transcription rates. For example, some genes displayed a difference in mRNA degradation rates but no significant difference in mRNA levels (e.g., PRP9, see Figure 2b). This again implies an opposite difference in transcription that compensates for the difference in mRNA degradation (thus resulting in similar mRNA levels in the two species), yet these genes were not considered in our previous analysis. 

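The PRP9 probe pair (stability15374), identified by its primers, had a half-life of 16.2 ± 1.89 min in S. cerevisiae and 45.1 ± 9.14 min in S. paradoxus (mean and SD, n = 2 repeats). In the limma fit, its log2 ratio of S. cerevisiae to S. paradoxus fell by 2.37 per h (SE 0.21, adjusted p = 7.2e-05). At 0 min its log2 level ratio of S. cerevisiae to S. paradoxus was -0.40 in repeat 1 and -0.75 in repeat 2, so the level was lower in S. cerevisiae, below 1.5-fold in repeat 1 and above it in repeat 2.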

To account for this effect we can estimate the transcription rates of the two species by integrating the measures of mRNA levels and degradation (see Materials and Methods). This analysis indeed increases the proportion of coupled genes (gray curves in Figure 2a,c), although calculated transcription rates should be taken with caution and may artificially overestimate the coupling (see Materials and Methods). 

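Estimated from the levels of repeat 2 and the rates of repeat 1, the transcription rate differed by more than 1.5-fold in 254 called probe pairs, of which 234 (92.1%, 95% CI 88.1 to 95.1, exact Clopper-Pearson) had opposite effects. The rate enters both sides of this comparison. When the levels were permuted over the probe pairs, the mean share was 89.5% and the upper limit of the central 95% was 93.0%, so the observed share did not differ from that given by the calculation alone (one-sided permutation test, p = 0.084). Among pairs with rates within 0.20 in log2, the share was 55.8% of 1759.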

We thus predict the true scope of opposite coupling to be within the range indicated by analysis of mRNA levels and that of estimated transcription rates (e.g., among genes that differ both in transcription and in mRNA degradation ∼80%–90% have opposite effects; see Figure 2c). Nevertheless, in subsequent analyses we took a conservative approach and considered coupling only among those genes identified by both mRNA levels and estimated transcription rates.

Taken together, a large fraction of the evolutionary changes in mRNA degradation were coupled to opposite evolutionary changes in transcription (44%–80%, as derived from our conservative and relaxed analyses, respectively; see Figure 2d). 

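Of the 316 called probe pairs, 132 (41.8%, 95% CI 36.3 to 47.4, exact Clopper-Pearson) had opposite differences above 1.5-fold in both the mRNA level and the estimated transcription rate, and 234 (74.1%, 95% CI 68.8 to 78.8) had one in either. By the calculation, an opposite level difference above 1.5-fold always gives an opposite difference in estimated transcription rate. The first share thus rests on the level alone and the second on the estimated transcription rate alone. For that estimate, the share of opposite effects did not differ from that with permuted levels. In 56 pairs (17.7%) the level difference above 1.5-fold went the other way, and in 20 of the 316 (6.33%) both the level and the estimated transcription rate did. For the pairs called by limma, the first share was 40.4%, and it moved most when both species were scaled together, to 30.6%.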

Note, however, that this coupling constitutes only 10%–20% of the evolutionary changes in transcription (Figure 2d), as transcriptional changes were much more frequent and typically independent of those in mRNA degradation; this might explain why previous studies failed to notice such coupling.

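The 132 pairs made up 3.81% of the 3463 probe pairs with a transcription difference by both the level and the estimated rate. The 234 pairs made up 4.98% of the 4703 pairs with a difference by either. With the pairs called by limma in place of the rule, chosen for these shares after seeing the data, they were 10.1% and 12.2%.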

### Hybrid Analysis Supports a Mechanistic Coordination between Transcription and mRNA Degradation

Transcription and mRNA degradation are controlled by different mechanisms and are thus expected to diverge through a separate set of mutations. However, the strong coupling that we observe suggests the intriguing possibility that individual mutations may influence both transcription and mRNA degradation, generating opposing effects on mRNA levels. Although we cannot identify the effect of individual mutations, this possibility can be examined by differentiating between the contributions of *cis*- and *trans*-mutations to evolutionary changes in mRNA degradation and transcription. *Cis*-mutations occur within the affected gene or in its flanking regulatory sequences (e.g., promoter or 3′-UTR motifs), while *trans*-mutations occur in other loci and indirectly influence the affected gene through the activity of another protein (e.g., RNA-binding protein). Importantly, the genome-wide contributions of *cis*- and *trans*-mutations can be uncovered by analysis of inter-species hybrids: *cis*-mutations discriminate between two hybrid alleles that reflect orthologs from the two species, while *trans*-mutations do not discriminate between the two hybrid alleles, as the alleles are in the same nucleus and thus exposed to the same set of *trans*-regulators. This approach has previously been used to assess the contribution of *cis*- and *trans*-mutations to total mRNA levels [25],[27]–[29] and recently also to nucleosome positioning [30], while here we extend it to study mRNA degradation rates.

We measured allele-specific mRNA degradation rates for the hybrid of *S. cerevisiae* and *S. paradoxus*, with two biological repeats and using the same method as described above for the two species. 

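The alleles of the hybrid were read from the red (Cy5) channel of the 8 arrays, with the time points, scaling and fit used for the species. The methods state that the hybrid was hybridized separately, whereas the sample labels give it as the red channel of the arrays that held the pool. By these labels the species pool was always green and the hybrid always red, so differences between the pool and the hybrid are confounded with the dye. Over the 8 hybrid samples, the median processed signal lay between 905 and 1367, and between 97.4% and 99.3% of spots were well above background. The number of saturated spots went from 109 at 0 min to 438 at 60 min in repeat 1 and from 221 to 1035 in repeat 2. An R2 above 0.94 was reached by 65.4% of the hybrid profiles in repeat 1 and by 55.6% in repeat 2. Rates of the repeats had a Pearson correlation of 0.966 for S. cerevisiae alleles and 0.968 for S. paradoxus alleles across probes. Between the alleles, the rates had a Pearson correlation of 0.917 in repeat 1 over 6144 probe pairs and 0.930 in repeat 2 over 4878.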

For each gene whose mRNA degradation rate differs between the species, we examined whether this difference is maintained (*cis*) or abolished (*trans*) between the corresponding two hybrid alleles. This analysis indicated that ∼60% of the differences in mRNA degradation reflect primarily *cis*-mutations, while ∼40% reflect *trans*-mutations (Figure 3). 

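Of the 316 probe pairs called between the species in repeat 1, 156 were fitted in both hybrid repeats. By the thresholds of the methods, 77 of these were cis, 28 were trans and 51 were intermediate, which is 73.3% cis (95% CI 63.8 to 81.5, exact Clopper-Pearson) and 26.7% trans of the 105 classified. With the called pairs and rates of repeat 2, 31 were cis and 26 trans (54.4% cis, 95% CI 40.7 to 67.6). Leaving out the 0 min samples moved the share most, to 39.0% of 100. The limma fit of the hybrid ratio called a cis difference of any size for 1772 of 4255 probe pairs at an adjusted p under 0.05. The fit of the ratio of the pool relative to that of the hybrid called a trans difference for 1074 of 3873, and 540 of these 3873 had both. Without the replicate block, the trans count was 372. The cis and trans fits count time points of a time course as replicates. The fit with 1 slope difference per repeat was made for the pool only. The trans fit pairs the channels of an array by the sample labels. A gene-wide difference between the dyes would count as trans in these fits. From the retention or loss of the differences in the hybrid, the paper concludes that cis-mutations account for the larger part of the differences in degradation.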

Six *cis*-differences were further validated by real-time PCR of the hybrid alleles (Figure S2).

**Figure 3:**
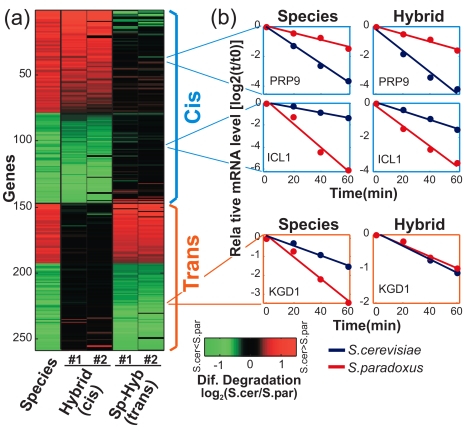
Cis and trans divergence of mRNA degradation. Classification of inter-species differences in mRNA degradation rates into *cis* and *trans* based on the extent of differences observed between the two hybrid alleles (see Materials and Methods). (a) Heatmap of the differences in mRNA degradation rates, log_2_(*S. cer*/*S. par*), between the two species (left column), between the corresponding hybrid alleles (middle columns, reflecting only the *cis* component), and the subtraction of the species and hybrid differences (right columns, reflecting only the *trans* component). (b) mRNA degradation profiles of the two species (left) and the corresponding hybrid alleles (right) are shown for two examples of *cis*-differences (top) and one example of *trans*-difference (bottom).

If coupled changes in transcription and degradation are due to independent mutations, then each change can be either in *cis* or in *trans*, and thus the coupling should be observed for all combination of *cis*- and *trans*-effects; for example, *cis*-effects in mRNA degradation should be coupled both to *cis*-effects in transcription (*cis*-*cis* combination) and to *trans*-effects in transcription (*cis*-*trans* combination). However, if transcription and degradation changes are mechanistically coupled and the observed opposite effects are generated by the same individual mutations, then these coupled changes would be generated by a single effect, either in *cis* (*cis*-*cis* combination) or in *trans* (*trans-trans* combination), but not by *cis*-*trans* or *trans*-*cis* combinations. Consistent with this, a strong coupling is observed only for *cis*-*cis* and *trans*-*trans* combinations but not for *cis*-*trans* or *trans*-*cis* combinations (Figure 4).

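The rate and level differences were split into a cis component, the ratio in the hybrid, and a trans component, the ratio in the pool relative to the hybrid, and pairs with a rate component above 1.4-fold and a level component above 1.5-fold were counted. For cis rates with cis levels, 192 of 278 probe pairs (69.1%, 95% CI 63.3 to 74.4, exact Clopper-Pearson) were opposite (two-sided exact binomial test, p = 1.8e-10). For trans rates with trans levels, 138 of 165 (83.6%, 95% CI 77.1 to 88.9) were opposite (exact p = 3.8e-19). Cis rates with trans levels were opposite in 45 of 113 pairs (39.8%, exact p = 0.038), and trans rates with cis levels in 85 of 215 (39.5%, exact p = 0.0026), both below 50%. The hybrid enters both components, so the 4 shares are not independent of one another, which was not tested. By the sample labels, each trans component compares the green pool with the red hybrid. A difference between the dyes would thus enter the trans rate and the trans level alike, and the trans shares cannot be told apart from it here. With rates from repeat 2 and levels from repeat 1, the 4 shares in the same order were 71.8%, 59.5%, 43.5% and 37.7%. Normexp background correction moved trans rates with cis levels to 55.8% (exact p = 0.066). From the restriction of the coupling to combinations of like components, the paper proposes that the same mutations affect both processes.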

**Figure 4:**
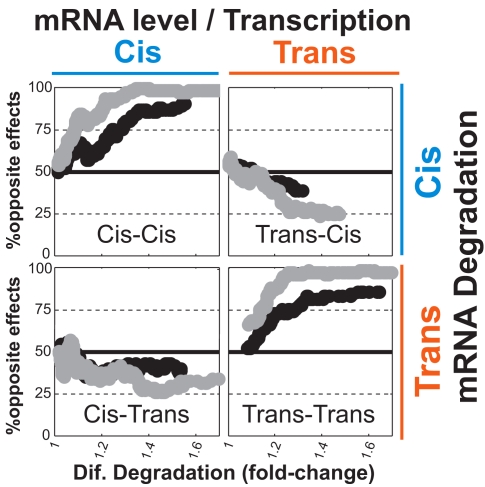
Enrichment of opposite effects only for *cis*-*cis* and *trans*-*trans* combinations supports a mechanistic coupling. Inter-species differences in mRNA levels (or estimated transcription rates) and mRNA degradation were divided into the contribution of *cis*- and *trans*-mutations based on the hybrid data. The enrichment of opposite transcription and degradation effects was examined for each of the four combinations of *cis* and *trans*, by a sliding window analysis of the percentage of opposite effects as a function of the fold-changes in mRNA degradation.

### *Trans*-Factors Associated with Coupling of Transcription and mRNA Degradation

Coupling between *trans*-changes in mRNA degradation and *trans*-changes in transcription (*trans*-coupling) suggests that divergence of upstream regulator(s) has influenced both processes. We thus searched for enrichment of 85 high-confidence *trans*-coupled genes with targets of 116 transcription factors (TFs) [31], 46 RNA-binding proteins (RBPs) [14],[16], Rpb4/7 [32], and Ccr4-Not [33]. Fifteen of the 173 target gene-sets were enriched (*p*<0.05) among the *trans*-coupled genes compared to uncoupled genes (Figure 5a). Notably, these include an Rpb4/7 dataset (Rpb4 [32]) and three datasets of Ccr4-Not (Ccr4, Not5, Caf1 [33]), which were among the five most enriched datasets. Furthermore, while the combined target gene-sets of Rpb4/7 and Ccr4-Not include only 12% of all genes examined here and 18% of the genes with uncoupled transcriptional changes, they include 41% of the *trans*-coupled genes (*p* = 2×10^−7^). Thus, our results are consistent with previous studies showing that these two complexes influence both transcription and mRNA degradation.

**Figure 5:**
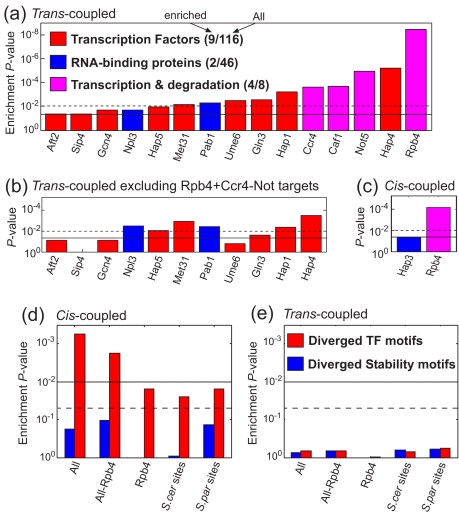
Coupling is associated with divergence of Rpb4/7, Ccr4-Not, and TF motifs. (a) Target-sets of various TFs [31], RNA-binding proteins [14], and two complexes implicated in both transcription and degradation (Rbp4/7 [32] and Ccr4-Not [33]) were examined for enrichment with *trans*-coupled genes. 15 and 10 datasets had significant enrichment below a *p* value of 0.05 (full line) and 0.01 (dashed line), respectively, and these are shown in order of statistical significance. The total numbers of analyzed datasets and those with significant enrichments are shown in parentheses. (b) Same as in (a) after excluding targets of Rpb4, Ccr4, and Not5. (c) Same as in (a) for enrichment with *cis*-coupled genes. (d) Diverged TF binding [31] (red) or mRNA stability [15] (blue) motifs, which are intact only in *S. cerevisiae* (*S. cer* sites) or only in *S. paradoxus* (*S. par* sites), were identified by sequence analysis. The enrichment of diverged motifs (for all TFs combined or all stability motifs combined) was examined among all *cis*-coupled genes (All), *cis*-coupled genes predicted to be targets (Rpb4) or non-targets (All-Rpb4) of Rpb4, and for *cis*-coupled *S. cer* sites or *cis*-coupled *S. par* sites. (e) Same as (d) for enrichment with *trans*-coupled genes.

Target gene-sets of nine TFs and two RBPs were also enriched with *trans*-coupled genes (Figure 5a). However, excluding the targets of Rpb4/7 and Ccr4-Not completely abolished the enrichment of four of these TFs (Figure 5b), suggesting that their enrichment was due to high overlap with targets of Rpb4/7 and Ccr4-Not and may not reflect the function of these TFs. The remaining enriched gene-sets included targets of three TFs involved in respiration (Hap1, Hap4, and Hap5), two TFs involved in amino-acid biosynthesis (Gln3, Met31), the poly(A) binding protein (Pab1), and the SR-like protein Npl3. Interestingly, both Pab1 [34] and Npl3 [35] are known to shuttle between the nucleus and the cytoplasm, Npl3 was previously implicated in regulation of transcription [36] and translation [37], and Pab1 was previously implicated in regulation of mRNA degradation [38]. These results suggest that, in addition to Rbp4/7 and Ccr4-Not, coordination between transcription and mRNA degradation may also involve Pab1 and Npl3.

The enrichment of *trans*-coupled genes among targets of specific regulators suggests not only that these regulators control both transcription and mRNA degradation, but also that the activity of these regulators diverged among the two species. Consistent with this possibility, the expression level of Rpb4 is ∼3-fold higher in *S. paradoxus* than in *S. cerevisiae*, while the expression of other RNA Pol II subunits is much more conserved (Figure S4). Increased activity of Rpb4/7 in *S. paradoxus* would be expected to increase both transcription and mRNA degradation in *S. paradoxus* (compared to *S. cerevisiae*), and indeed we find that targets of Rpb4/7 are highly enriched among coupled *trans*-effects with higher *S. paradoxus* transcription and degradation but not among those with higher *S. cerevisiae* transcription and degradation (Figure S4).

### *Cis*-Elements Associated with Coupling of Transcription and mRNA Degradation

Coupling between *cis*-changes in mRNA degradation and *cis*-changes in transcription (*cis*-coupling) suggests that mutations in a gene's promoter, coding-region, terminator or untranslated regions influenced both processes. This may reflect mutations that affect the recruitment of specific proteins to the loci of that gene, which then influence both transcription in the nucleus and degradation of the resulting mRNA following its export to the cytoplasm. To examine this possibility, we first searched for enrichment of 92 high-confidence *cis*-coupled genes with targets of the various regulators, as described above for the *trans*-coupled genes. Only one of the 170 datasets was enriched among the *cis*-coupled genes with a *p* value below 0.01 (Figure 5c). This dataset included genes upregulated upon deletion of Rpb4 and was significantly enriched with *cis*-coupling (*p* = 7×10^−5^), suggesting that *cis*-mutations may have influenced the recruitment of Rpb4/7 to many genes. At a *p* value of 0.05, only one additional target gene-set was enriched (Hap3), while ∼9 sets would be expected by pure chance (0.05×173).

Despite the significant enrichment of Rpb4/7 targets, these include only 13% of the *cis*-coupled genes, suggesting the existence of other mechanisms for *cis*-coupling. We next examined the sequence divergence between *S. cerevisiae* and *S. paradoxus* at various predicted and known *cis*-regulatory elements. Analysis of diverged 3′-UTR sequences that were predicted to influence mRNA stability [15] or to be bound by RNA-binding proteins (RBPs) [14],[16] did not identify a significant association with *cis*-coupled genes (Figure 5d). In contrast, diverged transcription factor (TF) binding sites [39] were significantly enriched at *cis*-coupled genes, compared to uncoupled genes that diverged only in transcription (Figure 5d, *p*<10^−3^). This enrichment was found both for known *S. cerevisiae* TF binding sites [31] that are not conserved in *S. paradoxus* and for predicted *S. paradoxus* TF binding sites that are not conserved in *S. cerevisiae* (Figure 5d). Notably, diverged TF binding sites were enriched at *cis*-coupled target genes of Rpb4/7, suggesting that these mutations may have influenced the recruitment of Rpb4/7, but also at *cis*-coupled genes not targeted by Rpb4/7, implying that the effect of these mutations on transcription and mRNA degradation is also mediated by additional mechanisms. This analysis of diverged binding sites included various TFs and we could not detect any TF with specific overrepresentation. As expected, diverged TF binding sites were not enriched among *trans*-coupled genes (Figure 5e), further supporting their direct association with *cis*-coupling.

## Discussion

Our systematic comparison of mRNA degradation among two yeast species demonstrated the following: (i) Degradation rates differ among ∼11% of the orthologs, compared to ∼50% that differ in transcription or in mRNA levels. (ii) Differences in mRNA degradation are often coupled to opposite differences in transcription, and this coupling constitutes around half of the changes in mRNA degradation but only ∼10% of the changes in transcription. (iii) Coupled changes in transcription and degradation are generated by the same type of mutations (*cis* or *trans*) suggesting a mechanistic coupling. (iv) *Trans*-coupling is associated with regulators that are known (Rpb4/7 and Ccr4-Not) to control both transcription and mRNA degradation, while *cis*-coupling may be associated with diverged TF motifs.

### *Trans*-Coupling through Parallel Regulation of Transcription and mRNA Degradation

The association of *trans*-coupled genes with Rpb4/7 and Ccr4-Not suggests that altered activity of these complexes influenced, in parallel, both transcription and mRNA degradation of target genes. This possibility of parallel coupling (see Figure 6), whereby an upstream regulator controls multiple regulatory steps and may coordinate them, is consistent with known functions of Rpb4/7 and Ccr4-Not and, more generally, with the notion that RBPs often coordinate multiple steps in the regulation of their target genes [13]. *Trans*-coupling is also associated with two other RBPs known to shuttle between the nucleus and the cytoplasm (Pab1 and Npl3), suggesting that these may also serve as coordinators of transcription and mRNA degradation, and possibly of additional steps.

**Figure 6:**
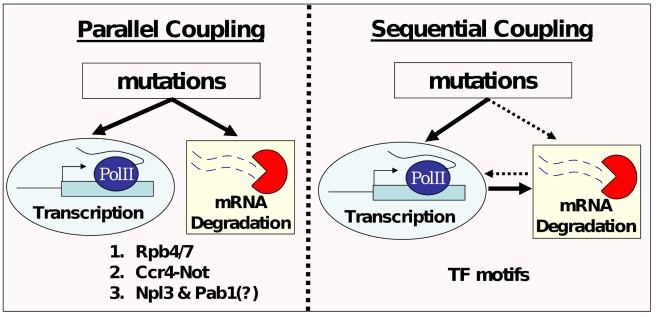
Two models of mechanistic coupling whereby individual mutations affect both transcription and mRNA degradation. The first model (Parallel coupling, left) assumes mutations in a single *trans*-factor that influences both processes and is consistent with the enrichment of *trans*-coupled genes with targets of Rpb4, Ccr4-Not, Pab1, and Npl3. The second model (Sequential coupling, right) assumes mutations that exert transcriptional effects (either in *cis* or in *trans*) and that these transcriptional effects then induce changes in mRNA degradation, for example, through a shuttling mechanism whereby Rpb4/7 (or other transcription-related molecules) binds to the mRNA co-transcriptionally and transports with it to the cytoplasm. This model is consistent with the enrichment of diverged TF motifs among cis-coupled genes. An opposite sequential coupling is also possible (dashed arrows), whereby mutations affect mRNA degradation and this effect then induces transcriptional changes, yet we do not find evidence to support it.

Notably, divergence of individual *trans*-regulators can cause similar evolutionary changes across many co-regulated target genes. Indeed, *trans*-coupling includes a set of respiration-related genes, all with higher transcription and mRNA degradation rates in *S. paradoxus* than in *S. cerevisiae*, likely reflecting a module that coherently diverged through one or few *trans*-mutations. While this module is known to be transcriptionally co-regulated, these results suggest that it is also post-transcriptionally co-regulated, thus representing an “RNA regulon” [13]. Divergence of this module may have been part of the domestication of *S. cerevisiae* and an associated optimization of anaerobic fermentation [40]. Notably, although high-confidence *trans*-coupled genes are highly enriched with the respiration module (*p* = 10^−10^), this enrichment accounts only for a quarter (21/85) of these genes, suggesting that additional RNA regulons might have evolved by parallel (and opposite) changes in their transcription and mRNA degradation.

### *Cis*-Coupling May Involve Sequential Regulation of Transcription and mRNA Degradation

While *trans*-regulators may affect transcription and mRNA degradation in parallel, *cis*-acting sequences are likely to be more specific to one of these processes, for example, by mediating the binding of TFs to promoters or that of RBPs to mRNAs. We thus propose that *cis*-coupling may work by sequential coupling (Figure 6), whereby mutated *cis*-acting elements affect one process (transcription or degradation) and this in turn signals to the other process, thereby causing an additional effect. The enrichment of *cis*-coupling with diverged TF motifs, but not RBP (i.e., stability) motifs, suggests a mode of sequential coupling that is directed from transcription to mRNA degradation. This possibility is consistent with a shuttling mechanism, as previously proposed for Rpb4/7 [19], whereby transcription-related molecules bind to the transcribed mRNA and are exported with it to the cytoplasm where they influence its degradation. Rpb4/7 targets are indeed enriched among *cis*-coupled genes, but this accounts only for a small proportion of *cis*-coupling, suggesting the existence of additional factors for sequential coupling by a similar shuttling mechanism or by other mechanisms.

Alternatively, the enrichment of TF motifs, but not stability motifs, may reflect the bias in current knowledge, as fewer motifs are known for RNA-binding proteins and these may rely more heavily on structural properties. Sequential coupling may thus initiate by binding of RBPs to yet unknown motifs and regulate mRNA degradation, followed by signaling back to the nucleus that influences transcription of that gene or perhaps of a set of genes. This possibility is consistent with the notion that RBPs are highly inter-connected and coordinate multiple regulatory events [13]. However, the observation that coupling typically involved larger changes in transcription than in mRNA degradation appears to support a transcription-to-degradation directionality. Interestingly, both of these models make the intriguing and testable prediction that experimental manipulation of individual *cis*-regulatory elements would affect both transcription and mRNA degradation of the associated genes.

### The Scope and Mode of Coupling between Transcription and mRNA Degradation

The results presented here reflect the specific evolutionary divergence of two yeast species and hence might not be sufficient to infer general conclusions regarding the scope and mode of coupling. For example, few *trans*-mutations may have driven the evolution of many target genes (e.g., respiration module) and by that bias our results. Importantly, however, *cis*-coupled genes are each affected by distinct sets of mutations; the only exception is of neighboring genes which may diverge through the same mutations in *cis*, but these encompass only up to 5% of the observed *cis*-coupled genes. Therefore, our results imply ∼140 independent cases in which *cis*-acting mutations affected both transcription and mRNA degradation, generating opposite effects on mRNA levels (Figure 2d). At the same time, ∼1,700 genes diverged by *cis*-acting mutations only in transcription, and ∼160 genes diverged by *cis*-acting mutations only in mRNA degradation (Figure 2d). These results demonstrate that coupling is not a global phenomenon, as it does not affect the majority of genes, nor is it a rare event.

It is tempting to further speculate that *cis*-divergence is not strongly biased towards certain mechanisms and thus that observed patterns of *cis*-divergence may provide a rough estimate for the frequencies of possible mutational outcomes and regulatory mechanisms. Accordingly, we would predict that (i) transcriptional regulation is much more prevalent than regulation of mRNA degradation, although the exact proportion is difficult to quantify as differential mRNA degradation is more difficult to identify than differential transcription; (ii) coupling constitutes approximately 10% of the regulation of transcription but almost half of the regulation of mRNA degradation. (iii) Coupling occurs almost exclusively between opposite effects on mRNA levels (increased transcription is associated with increased mRNA degradation and vice versa).

This last prediction is especially surprising given that previous studies have highlighted a coherent mode of coupling whereby changes in mRNA levels may be driven by both transcription and mRNA degradation acting in the same direction [5],[7],[8],[22],[41]. These views may be reconciled if one mode (coherent changes) reflects coordination of distinct pathways for transcription and mRNA degradation that have co-evolved to support certain responses to environmental perturbations, while the other mode (opposite changes) reflects a mechanistic coordination whereby the same pathway affects both processes. Since these closely related species differ in the regulation of approximately half of the genes, and these differences are small in magnitude (∼1.5-fold), we suspect that they primarily reflect neutral drift and as such they expose the mechanistic (opposite) coupling that is presumably “built in” to regulatory mechanisms, but does not reveal coherent coupling as these primarily evolved prior to the divergence of these species and may not be continuously evolving.

### Implications of Opposite Coupling between Transcription and mRNA Degradation

This proposed mode of opposite coupling appears counterintuitive and inefficient, as transcription and degradation effects would compensate one another. What then may be the benefits of such coupling? One possibility is that an opposite coupling may enable transient responses to environmental changes: upon stress conditions, cells cease to grow and mount an transcriptional response, but at the same time increase the degradation rates of upregulated genes, thereby facilitating their return to basal expression levels and normal growth [4],[24]. Such transient responses may have been particularly important for thriving in fluctuating environments, and coupling mechanisms may have thus become “built-in” components of gene regulation that are active also in the absence of stress and are thus exposed by genetic mutations.

Another plausible advantage of such coupling is that it may decrease the effect of genetic or environmental perturbations on mRNA abundance, as changes in one level of regulation would be compensated by another level. Such intrinsic “negative feedback” could increase the robustness of gene regulation and thus reduce cell-to-cell variability. Surprisingly, however, we observe the exact opposite: genes that display coupled evolution in our data or that are targets of coupling mechanisms (i.e., Rpb4/7 and Ccr4-Not) have a considerably higher cell-to-cell variability in protein abundance (expression noise [42]) than other genes (Figure S5). Notably, this effect is comparable in magnitude to other factors that were previously implicated in increasing noise (i.e., TATA-box [43] and promoter nucleosome occupancy [44]) and remains significant after controlling for these factors. This may indicate that coupling between transcription and mRNA degradation is further associated with additional regulatory effects. Given the recent demonstration that Rpb4/7 also influences translational regulation [45], and the interplay between mRNA degradation and translation [46]–[48], it is tempting to speculate that the coupling that we observed is further linked to translation bursts that give rise to high cell-to-cell variability [49].

## Materials and Methods

### Strains and Growth Conditions

To facilitate comparison to the diploid hybrid, we generated diploid homozygote yeast strains of the two species, thus avoiding both potential differences between haploids and diploids, and potential heterozygosity within normal diploid strains, which could confound inter-species comparisons. Diploid homozygote strains were generated from the haploid *S. cerevisiae* (BY4741) and *S. paradoxus* (CBS432) strains, by transient HO activation and selection for diploid strains. The hybrid strain was generated by mating the same parental haploids. These three diploid strains (*S. cerevisiae*, *S. paradoxus*, and hybrid) were grown to log-phase at rich media (YPD medium at 30°C).

### Microarray Design

Two to five different 60-mer probes were designed for most genes in each of the two species, and each probe was placed at two different positions (duplicates) on an Agilent custom (two-species) microarray. Probes were selected both by general criteria for probe selection (intermediate %GC, no self-hybridization or low complexity regions, distance from the gene 3′-end) and by preference for low sequence similarity between the two species in order to avoid cross-hybridization (all probes reflect genomic positions with lower than 90% sequence identity between the two species).

### RNA Preparation, Microarray Hybridization, and Scanning

*S. cerevisiae*, *S. paradoxus*, and their hybrid were subjected to 150 µg/ml of 1,10-phenanthroline at log-phase and sampled after 0, 20, 40, and 60 min. Total RNA was extracted using MasterPure Yeast RNA purification Kit (EPICENTRE), amplified with Agilent's Low RNA Input Amplification Kit and hybridized with Agilent's standard protocols and kits to the two-species microarrays. *S. cerevisiae* and *S. paradoxus* samples were pooled and hybridized together and the hybrid was hybridized separately, both with biological repeats. Arrays were scanned using Agilent microarray scanner and feature extraction software. Raw and processed microarray data are available at the GEO database (GSE28849).

### Global Scaling of Microarray Data

During the time-course, transcription is arrested and total mRNA levels are decreasing, but this decrease is masked by the experimental protocol, as equivalent amounts of total RNA are extracted from each sample. Previous studies that used a PolII mutant strain could circumvent this problem since mRNAs constitute only a minor fraction of the total RNAs in a yeast cell, and the transcription of other RNAs (by PolI and PolIII) was not inhibited [3],[24]. However, Phenanthroline appears to inhibit all three RNA polymerases to approximately the same extent and we did not detect a decrease in the relative levels of mRNA (unpublished data). We therefore decided to scale the entire data at each time point according to an overall exponential decay with half-life of 25 min, consistent with previous studies [3],[24]. Accordingly, log_2_ of the total (or average) abundance of all mRNAs should decrease linearly by 1 unit every 25 min, and thus decrease by 0.8 every 20 min (the interval between consecutive time-points). We thus scaled the data by centering the four consecutive time points (0, 20 min, 40 min, and 60 min) on 0, −0.8, −1.6, and −2.4, respectively.

### Analysis of mRNA Degradation Rates

For each probe, we averaged the hybridization intensities from the duplicate microarray spots, and fitted a linear slope to the log_2_-intensities. All probes with an *R* ^2^ value smaller than 0.94 were excluded from further analysis. For each gene, the absolute value of the median slope of all remaining probes was defined as its degradation rate.

Since the four time-points are evenly spaced (0, 20, 40, and 60 min) the difference between mRNA levels at consecutive time-points should be approximately constant and reflect the mRNA degradation rates. To identify differential degradation rates among orthologous probes, we thus performed a two-sample *t* test, comparing the three estimates of each probe (M_20_–M_0_, M_40_–M_20_, and M_60_–M_40_, where M_i_ is the mRNA level at time i) between the two species. Genes for which the median *p* value from the *t* tests of the different probes was below 0.05 were further examined. *p* values reflect both the degree of differential degradation and the consistency among the three estimates (even a negligible difference can be identified as significant if the three measures are highly similar within each species). We thus further examined the extent of differential degradation and retained only those genes in which the ratio between the faster and lower degradation rates (from the two species) is higher than 1.4.

### Analysis of Steady-State mRNA Levels

The first time-point reflects mRNA levels during exponential growth and before transcriptional arrest. It therefore reflects an approximate steady-state mRNA level. A potential caveat is that if the first time-point is used to measure both mRNA levels and mRNA degradation, then measurement errors could generate artificial coupling between mRNA levels and degradation. For example, if the first time point is increased due to technical noise, then estimates of both mRNA level and mRNA degradation would increase and result in apparent coupling. To avoid this problem, we used only one time-course to derive estimates of mRNA degradation rates and the first time-point of the second time-course to derive an estimate of mRNA level. As additional control, we used mRNA levels as measured in a previous work and obtained similar results (unpublished data) [25]. Differential expression was defined as above 1.5-fold difference between the species (or hybrid alleles).

### Analysis of Transcription Rates

For each gene, we assume that the production rate of mRNAs (transcription rate) is approximately equal to the overall degradation of mRNAs, and therefore given by the steady-state level of mRNAs multiplied by their constant degradation rate. Hence, TR = D×L, where TR, D, and L are the transcription rate, degradation rate, and mRNA level, respectively. The difference in transcription rates between *S. cerevisiae* and *S. paradoxus* can thus be estimated from the respective differences of degradation rates and mRNA levels: log(TR_cer_/TR_par_) = log(D_cer_/D_par_)+log(L_cer_/L_par_).

We note that this estimation may not be accurate as a result of possible violation of the steady-state assumption, spurious correlations with mRNA degradation due to the method of calculation, and the integration of nuclear and cytoplasmic mRNAs in our measurements. Our main conclusions do not require these estimates of transcription rates and can be inferred from direct comparison of inter-species differences in mRNA degradation to those in mRNA levels. However, since mRNA levels are inherently affected by mRNA degradation in a manner that is opposite to the observed coupling, such analysis would underestimate the scope of the coupling (as illustrated in Figure 2c by PRP9). We thus argue that analysis of mRNA levels underestimates the scope of the coupling, while analysis of estimated transcription rates may overestimate it and that the two analyses are complementary. Nevertheless, we defined coupled genes for further analysis based on consensus of mRNA levels and transcription rates analyses in order to avoid cases of spurious coupling.

### Potential Confounding Effects

Our experimental design may be susceptible to two confounding effects. First, the use of two-species microarrays, whereby the two species are co-hybridized to a single array that contains species-specific probes, may result in cross-hybridization such that mRNA from one species hybridizes to probes of the other species. Second, inhibition of transcription with 1,10-phenanthroline may not be enough to completely block transcription and residual transcription activity may hinder our calculation of mRNA degradation rates. However, as described below, both of these effects are likely to have only a minor influence on our results and, in particular, are not expected to cause the observed coupling between transcription and mRNA degradation.

#### Microarray artifacts

The effect of cross-hybridization is minimized by our microarray design, where probes were selected for genomic regions with relatively low sequence similarity between the two species. 

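By edit distance over their length, the S. cerevisiae and S. paradoxus probes of a pair had a median identity of 78.3%, and 10939 of the 10950 pairs were less than 90% identical.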

The species-specificity of our probes was previously demonstrated by comparative genomic hybridization [25], and is further demonstrated by the high frequency of genes in which we observe significant differential expression between the two species. Notably, the remaining cross-hybridization should slightly diminish the extent of observed differential mRNA levels and differential mRNA degradation and thus result in underestimation of species differences. However, this effect is not expected to cause opposite changes in transcription and degradation.

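The called probe pairs with a level difference were split at the median identity of the orthologous probes, a split made after seeing the data. Opposite differences were found in 59 of 104 pairs (56.7%) at or below the median and in 73 of 84 pairs (86.9%) above it (two-sided Fisher's exact test, p = 5.6e-06). For the pairs called by limma, the shares were 64.2% of 307 and 76.9% of 199 (Fisher's exact p = 0.0030). With rates from repeat 2 and levels from repeat 1, they were 60.4% of 101 and 67.2% of 58 (Fisher's exact p = 0.50). Within the brightest of the 3 groups by signal at 0 min, the shares were 90.0% of 30 and 92.1% of 38 (Fisher's exact p = 1.0), and within the other groups together they were 43.2% of 74 and 82.6% of 46 (p = 2.2e-05).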

As additional control for microarray artifacts, we note that most genes are assayed by multiple probes. These probes target different sequences inside genes, and due to the protocol's bias to the 3′-end (as a result of polyT primers), the probes have large differences in hybridization intensities. This effect does not influence our ability to identify inter-species differential expression, since we always compare orthologous probes that target the same positions, but it does provide us with a control for the effect of hybridization intensities: for most genes we have multiple probes with large differences in hybridization intensities. Importantly, despite the variability in hybridization intensities, we find that changes over the time-course (i.e., the rates of mRNA degradation) are highly correlated among the different probes (e.g., see Figure 1b).

#### Residual transcription activity

A constant residual transcription activity would cause genes to have a variable degradation rate during the time-course (non-linear decrease in their log_2_ mRNA levels): as mRNA degrades and the level of mRNA decreases, the relative contribution of residual transcription on the total mRNA levels gradually increases, until a new steady-state is reached in which the degradation rate is balanced by the residual transcription. Thus, for genes with constant residual transcription, the observed rate of mRNA degradation should decrease with time, and at some point, but possibly after longer than 60 min, should reach zero (i.e., the pattern of mRNA levels will reach a plateau). Similarly, a transient transcriptional activity would also cause genes to have variable degradation rates during the time-course. For example, if genes are transiently upregulated in response to addition of the drug but this response ceases before the end of the time-course, then during the transcriptional response the apparent degradation rate would be lower than after it ceases. A similar effect would also be expected if mRNA degradation rates are changed during the time-course, for example if degradation factors are affected by the drug or by the stress that is associated with transcriptional arrest. Taken together, residual transcription and additional potential artifacts would lead to a variable degradation rate during the time course and thus a low *R* ^2^ value of the linear fit to log_2_ mRNA levels.

These effects are minimized in our analysis by the stringent criteria for inclusion of genes only if their profile of log_2_ mRNA levels has an extremely good linear fit (*R* ^2^>0.94). 

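With the threshold lowered to R2 above 0.8, 158 of 223 called probe pairs with a level difference (70.9%) had opposite differences in degradation and level. Above 0.995, 1122 pairs were left and 27 of 41 (65.9%, two-sided exact binomial test, p = 0.060) were opposite.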

To further verify that this effect is not generating the observed association between transcription and mRNA degradation, we used even more stringent criteria for inclusion of genes in the analysis (e.g., increased the threshold up to *R* ^2^>0.995) and obtained similar results (Figure S3). In fact, as the criteria for inclusion of genes became more stringent, the percentage of opposite effects in transcription and mRNA degradation further increased, suggesting that residual transcription might actually lead to underestimation of the coupling.

### Classification to *cis*- and *trans*-Changes in mRNA Degradation Rates

Classification into *cis* and *trans* is based on whether the inter-species difference in mRNA degradation rates (*Δspecies*) is retained (*cis*) or abolished (*trans*) within the hybrid (*Δhybrid*), while intermediate cases are excluded from the analysis. *Cis* changes were defined as significant inter-species differences for which *Δhybrid* has the same sign as *Δspecies* and is larger than 1.2-fold for each of the two repeats, and the residuals (*Δhybrid–Δspecies*) are smaller than 1.3-fold. *Trans* changes were defined as significant inter-species differences for which *Δhybrid* has either a different sign than *Δspecies* or is smaller than 1.2-fold for each of the two repeats, and the residuals (*Δhybrid–Δspecies*) are larger than 1.3-fold. This definition is clearly threshold dependent, and other thresholds or criteria that we used led to similar proportions of *cis* and *trans* changes, typically with the percentage of *cis* differences between 50% and 75% (unpublished data).

High-confidence sets of *cis/trans*-coupled genes were defined as those with a significant *cis*/*trans* mRNA degradation difference above 1.5-fold and a *cis*/*trans* mRNA level difference above 1.5-fold (in the opposite direction to that expected by the degradation difference).

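By this definition, 8 of the 77 cis probe pairs and 17 of the 28 trans probe pairs were high-confidence coupled pairs, with rates from repeat 1 and levels from repeat 2. Several probe pairs can belong to 1 gene, and no count of genes was made.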

### Target-Sets of Various Regulators

Targets of 116 TFs were defined based on Chromatin Immuno-precipitation and sequence analysis, taken from MacIsaac et al. [31] (*p*<0.005 and no conservation criteria). Targets of RNA-binding proteins were defined based on RNA Immuno-precipitation, taken from Hogan et al. [14]. Targets of seven subunits of Ccr4-Not were defined as genes whose expression decreased by at least 2-fold upon deletion of the respective subunits in rich media [33]. Targets of Rpb4/7 were defined as genes whose expression decreased by at least 2-fold upon deletion of Rpb4 in rich media [32].

### Diverged TF Binding Sites

TF binding motifs were taken from MacIsaac et al. [31] (*p*<0.005 and no conservation criteria).

Diverged binding sites were defined as follows:

#### Diverged in *S. paradoxus*

Among the known TF binding events in *S. cerevisiae*, we searched for those in which (i) the bound *S. cerevisiae* promoter contains a match to the respective PSSM which exceeds a LOD score of 10 and is at least 75% of the maximal LOD score for that PSSM in the entire genome. (ii) This motif is mutated in the orthologous *S. paradoxus* promoter such that the LOD score drops by at least one unit, and no other motif for that TF with higher LOD score is found in that *S. paradoxus* promoter.

#### Diverged in *S. cerevisiae*

For each TF, we examined all the genes which are not bound by that TF in *S. cerevisiae* and required the following: (i) The *S. paradoxus* promoter contains a match to the respective PSSM which exceeds a LOD score of 12 and is at least 90% of the maximal LOD score for that PSSM in the entire genome. (ii) This motif is mutated in the orthologous *S. cerevisiae* promoter such that the LOD score drops by at least 1.5, and no other motif for that TF with higher LOD score is found in that *S. cerevisiae* promoter.

Note that since we only have binding data in *S. cerevisiae*, our definition of diverged motifs is not symmetrical. We have identified more diverged motifs in *S. cerevisiae*, but these are of lower confidence as the binding in *S. paradoxus* is supported only based on the presence of the motif, while the binding in *S. cerevisiae* (for motifs that diverged in *S. paradoxus*) is supported by experimental binding data. We have therefore used more stringent LOD-score thresholds for identifying diverged motifs in *S. cerevisiae*, but this did not eliminate the bias and the difference in the number of predicted genes.

### Quantitative Real-Time PCR

Total RNA was extracted with the MasterPure Yeast RNA purification Kit (EPICENTRE). One microgram of each RNA sample was reverse transcribed with Moloney murine leukemia virus reverse transcriptase (Promega, Madison, WI) and random hexamer primers (Applied Biosystems). Real-time PCR was performed with StepOne real-time PCR machine (Applied Biosystems, Foster City, CA) with Syber Green PCR supermix (Invitrogen). The primers used are described in Table S1.

## Supporting Information

Figure S1 Frequency of interspecific differences in mRNA degradation and mRNA levels as defined by varying thresholds. (a) Percentage of orthologous gene-pairs with differential mRNA levels (blue) and differential mRNA degradation (green) defined by different thresholds of fold-difference. (b) The ratio of percentage of differences in mRNA levels to percentage of differences in mRNA degradation at different thresholds. Dashed lines indicate the same analysis when the frequency of differences in mRNA levels is estimated only among genes without differences (<1.4-fold) in mRNA degradation; this analysis thus estimates the frequency of transcriptional changes divided by the frequency of mRNA degradation changes. At small thresholds (1.1–1.2-fold difference), we find differences at most genes but many of these probably reflect technical variability. At intermediate thresholds (1.4–1.5-fold differences, which are used throughout the article), we find differences at 10%–15% (for mRNA degradation) and ∼50% (for mRNA levels). 

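Of the 7423 probe pairs fitted in repeat 1, 17.4% differed in rate by more than 1.4-fold and 11.3% by more than 1.5-fold. In repeat 2 the shares of its 7235 pairs were 19.0% and 12.4%. At 0 min of repeat 2, 59.7% differed in level by more than 1.4-fold. No test was applied to these shares.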

At higher thresholds (e.g., 2-fold), we find very few differences in mRNA degradation (2%) but many differences in mRNA levels (23%). This analysis suggests a much higher frequency of transcriptional changes, compared with changes in mRNA degradation, and this effect increases with the fold-difference threshold. This effect may be somewhat influenced by the more complex method required for estimation of mRNA degradation, as degradation rates are calculated by the slope of a linear fit to the time course data (after global scaling of each time point), while mRNA levels are estimated directly from a single time-point.

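Above 2-fold, 1.95% of the probe pairs differed in rate in repeat 1 and 1.82% in repeat 2. The levels differed by more than 2-fold in 28.5% of the pairs at 0 min of repeat 2 and in 30.0% at 0 min of repeat 1.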

(TIF) Click here for additional data file.

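Primers of ATP7, PRP9 and ECO1 lie within array probes, and the other genes of Table S1 were not analysed here. The array half-life of ATP7 (stability18879) was 31.5 ± 2.36 min in S. cerevisiae and 15.1 ± 0.466 min in S. paradoxus (mean and SD, n = 2 repeats). Its log2 ratio of S. cerevisiae to S. paradoxus rose by 2.07 per h (SE 0.15, adjusted p = 3.3e-05 from limma), in the same direction in both repeats. In the hybrid, the ATP7 alleles had half-lives of 18.7 ± 2.16 and 16.5 ± 2.72 min, the difference between pool and hybrid passed limma's trans test (adjusted p = 0.0011), and the smaller difference in the hybrid passed its cis test in the direction of the pool (rise of 0.45 per h, SE 0.13, adjusted p = 0.027). The level of ATP7 at 0 min had a log2 ratio of S. cerevisiae to S. paradoxus of -1.36 ± 0.26. ECO1 (stability4301) had half-lives of 23.3 ± 3.11 min in S. cerevisiae and 14.8 ± 0.951 min in S. paradoxus. Its log2 ratio rose by 1.45 per h in the pool (SE 0.24, limma adjusted p = 0.0012) and in the hybrid (SE 0.14, adjusted p = 0.00024). ECO1 was not called by the rule of the methods in repeat 1. PRP9 kept its difference in the hybrid, with log2 ratios of rates of 1.59 in both repeats, but the R2 of its S. paradoxus allele was 0.833 in repeat 1, so it was not classified as cis or trans here.

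**Figure D2:**
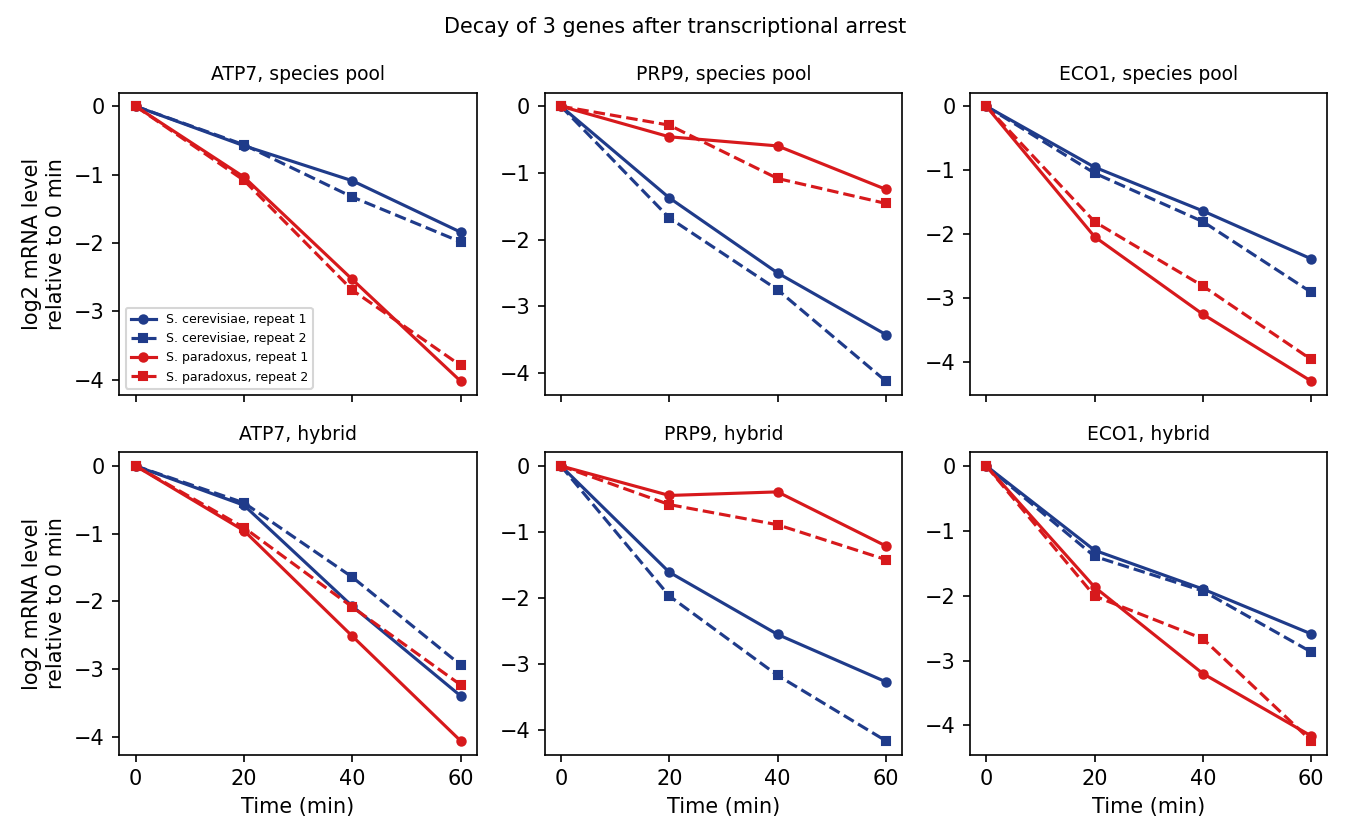
Log2 level relative to 0 min (y axis) against time in min (x axis) for ATP7, PRP9 and ECO1 on the arrays, in the species pool and in the hybrid, with 1 line per species or allele and repeat. PRP9 decreases faster in S. cerevisiae in the pool and the hybrid, ECO1 decreases faster in S. paradoxus in both, and the ATP7 alleles lie closer together in the hybrid than in the pool.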

Figure S2 Validation of differential mRNA degradation rates of six genes using quantitative real-time PCR for the two species and for the corresponding hybrid alleles. (a) Measured mRNA levels were normalized by the zero time-point and are shown in blue and red for *S. cerevisiae* and *S. paradoxus* genes, respectively, along with linear least-square fits. (b) Comparison of differential degradation as measured by microarray and quantitative real-time PCR. In all six cases, differential degradation is consistent between the two methods although some quantitative variation is apparent.
(EPS) Click here for additional data file.

Figure S3 Residual transcription cannot account for the observed coupling. The analysis in Figure 2c was repeated for three sets of genes with increasing stringency of the criteria for inclusion of probes: (i) *R* ^2^ thresholds of 0.8, 0.95, and 0.995, and (ii) additional threshold for sum-of-squared residuals of 0.06, 0.03, and 0.015, for set1, set2, and set3, respectively. The resulting three sets contained 2701, 1832, and 615 genes, with set3 having the highest stringency. Notably, the percentage of opposite transcription and mRNA degradation effects increases from set1 to set3, indicating that residual transcription (and other technical effects that cause genes to deviate from exponential decay) does not account for the observed coupling but might in fact cause us to underestimate the effect of the coupling. Note that a similar analysis for genes with considerable deviation from exponential decay (e.g., *R* ^2^ below 0.7) does not reproduce the observed coupling (unpublished data).
(EPS) Click here for additional data file.

Figure S4 Higher expression of Rpb4 in *S. paradoxus* (compared with *S. cerevisiae*) is associated with *trans*-coupled divergence of Rpb4 targets with increased transcription and mRNA degradation in *S. paradoxus*. Expression log_2_-ratios (*S.cer*/*S.par*) are shown for seven subunits of RNA PolII which are included in our analysis, demonstrating a specifically high expression of Rpb4 in *S. paradoxus*. Note that Rpb4 targets are enriched with *trans*-coupled genes for which both transcription and mRNA degradation are higher in *S. paradoxus* (*p*<10^−10^), but are not enriched with *trans*-coupled genes for which transcription and mRNA degradation are higher in *S. cerevisiae* (*p*>0.05), consistent with increased activity of Rpb4 in *S. paradoxus* compared to *S. cerevisiae*.
(TIF) Click here for additional data file.

Figure S5 Coupling is associated with high noise in protein abundance. Cell-to-cell variability in protein abundance (noise), normalized to remove the correlation with average protein abundance (DM values), was taken from Newman et al. [42]. The average and standard error (errorbars) of the normalized noise is shown for all genes, *cis*-coupled and *trans*-coupled genes, TATA-containing and Occupied Proximal Nucleosome (OPN) genes, *cis*-coupled and *trans*-coupled genes after excluding TATA and OPN genes (T/O), and targets of three Ccr4-Not subunits, and Rpb4. These data suggest that (i) coupled genes are associated with high expression noise and that this effect is found both for genes with evolutionary coupling (*cis*-coupled and *trans*-coupled) and for other genes that are regulated by coupling mechanisms (Ccr4-Not and Rpb4/7), (ii) the high noise of coupled genes is comparable to other effects that were previously implicated in increasing expression noise (TATA and OPN), and (iii) the high noise of coupled genes cannot be accounted by enrichment with TATA and/or OPN genes.
(EPS) Click here for additional data file.

Table S1 List of primers (F, forward primer; R, reverse primer).
(DOC) Click here for additional data file.

## Abbreviations

RBP: RNA-binding protein
TF: transcription factor

# Supplementary material for: Coupled Evolution of Transcription and mRNA Degradation
**Source:** PLoS Biol. 2011 Jul 19;9(7):e1001106. doi: 10.1371/journal.pbio.1001106
**Supplement:** Table S1 — List of primers (F, forward primer; R, reverse primer).

**Supplementary Table 1**.

| ATP7 S.cer F: CGACCTGACAAAGATCAAACCTG |
| --- |
| ATP7 S.cer R: AGGTACGTCCCATTTACCCTTCT |
|  |
| ATP7 S.par F: CGTCGACGATCTGGCAAAG |
| ATP7 S.par R: GTCCCATTTGCCCTTCTTGA |
|  |
| PRP9 S.cer F: AAGTTTATAATGGGCGACGCA |
| PRP9 S.cer R: CCAAGGCATCGCAAGTGATA |
|  |
| PRP9 S.par F: TCTACAATGGACGACGCACC |
| PRP9 S.par R: AATACCCAAGCATCGCAAGTG |
|  |
| GAL83 S.cer F: TCCACAACTGCCACCTCATTT |
| GAL83 S.cer R: GGGCGCCAGACGTATTATCA |
|  |
| GAL83 S.par F: CCTCCACAGCTACCACCACA |
| GAL83 S.par R: GCGCCGGACGTATTATCAGT |
|  |
| Dot6 S.cer F: CCCTCCAGAAAGACCTCGTTG |
| Dot6 S.cer R: TGGGAGTCACATTGGACGG |
|  |
| Dot6 S.par F: CCGTTCGTTCCTCCCACAC |
| Dot6 S.par R: GAGCCCTGTGATGAGGATGGT |
|  |
| ECO1 S.cer F: CAGGGCGGTCGGAATAATAA |
| ECO1 S.cer R: ACCATCCAACGTCCACGACT |
|  |
| ECO1 S.par F: TGACAGGGCGATTGGGATAA |
| ECO1 S.par R: CATCCAACGTCCACGACCA |
|  |
| LAS1 S.cer F: ACGCAACAATCTCAGTTCGCT |
| LAS1 S.cer R: AATCAACAAACCAGGACGGC |
|  |
| LAS1 S.par F: CGCGCTGTCCAAAGAGTACA |
| LAS1 S.par R: TTGCGCCGTAGAGTCCACTA |

How the deposited data were processed for this re-analysis (not part of the article)

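Degradation was measured in a pool of S. cerevisiae and S. paradoxus RNA and in their hybrid at 0, 20, 40 and 60 min after addition of 1,10-phenanthroline, with 2 biological repeats, on 8 two-colour arrays (16 samples). The sample labels give the pool as the green channel and the hybrid as the red channel of the same array, and each array's scanner file is given identically under both of its samples. The channel of each sample was taken from its label. The methods state that the hybrid was hybridized separately, so the pairing of pool and hybrid on one array, on which the per-array trans fit rests, comes from the labels and the scanner files. The species pool and the hybrid are therefore confounded with the dye, and the repeats with the slides.

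The authors' scanner files hold intensities from Agilent Feature Extraction. The log2 values were made here from the processed signal as deposited by the authors, which is linear and, per the file headers, had been detrended and normalized between the dyes by lowess within each array and not normalized between arrays. Raw spot means and local background medians from the same files were used for alternatives. The authors' series table holds 1 column per sample. Its columns named for repeat 1 of the pool and repeat 2 of the hybrid correlated most with the channels of those samples. The 8 columns named for repeat 2 of the pool and repeat 1 of the hybrid correlated most with each other's channels, with r between 0.969 and 0.992 where their own gave 0.857 to 0.922. These columns were not reassigned and not used, so the alternative with series table values covers only results from repeat 1 of the pool. It was not run for the other results.

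Probes are named by a number and by a suffix for the species. Exact matches of 6 of 24 primer sequences from Table S1 within probes gave the species of the suffixes and the identity of 3 genes, ATP7, PRP9 and ECO1. The analysis had been planned per gene, with the median p over the probes of a gene. Without a table that pairs probes with genes, each probe pair was analysed on its own, and counts are counts of probe pairs. The oxidative phosphorylation genes, the RPB4 level and the other gene lists were not analysed here. Among other probe pairs, at most 2 identifiers in each direction are named, those with the largest ratio of rates among the pairs past the limma threshold whose difference had the same sign in both repeats. Neighbouring probes with an overlap of at least 10 bases and numbers at most 3 apart were taken as probes of one transcript. Several looser and stricter definitions of this set were tried on the sequences before any rate of these probes was compared.

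Spots called non-uniform or population outliers were left out, the remaining spots of a probe were averaged and the mean was taken to log2. For each channel, species and time point, the mean log2 signal over all probes was set to a decay with a half-life of 25 min. The half-life is that of the methods, which scale the entire data at a time point and do not mention the species. Scaling each species separately was a choice made here, and scaling both together was an alternative, which moved the share of opposite effects from 70.2% to 57.9% and the limma calls from 866 to 1349. Rates are slopes of a linear fit over the 4 time points, kept at an R2 above 0.94. Of the 43800 spots per channel, between 97.4% and 99.3% were well above background. For arrays, their number limits the precision.

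The rule of the methods compares the 3 interval decreases of orthologous probes by the methods' t-test at p under 0.05 with a ratio of rates above 1.4. The methods' text does not name which time course gave the rates, so rates were taken from repeat 1 and levels from the 0 min sample of repeat 2, and the reverse was an alternative. Level differences were called above 1.5-fold. Transcription rates were estimated as the product of rate and level. The share of opposite effects was compared with 50% by a two-sided exact binomial test, with exact Clopper-Pearson 95% intervals, and with 1000 permutations of the levels over probe pairs. These tests treat probe pairs as independent, which those of one gene are not. Cis and trans classes used the hybrid fold of 1.2 and the residual fold of 1.3 of the methods.

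As a test with replicate error, limma was fitted to the log2 ratio of S. cerevisiae to S. paradoxus probes on each array with time as a term and each repeat as a replicate block, for pairs with an R2 above 0.94 in both repeats. Differences were called at a Benjamini-Hochberg adjusted p under 0.05 and a ratio of rates above 1.4. The same fit was made to the hybrid ratio (cis) and to the difference between the pool and hybrid ratios of each array (trans), called by the adjusted p alone. Without the replicate block, the pool fit called 835 pairs in place of 866. Deviations of the 2 channels of one array from the mean over repeats had correlations between 0.0952 and 0.144 across probe pairs.

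The alternatives were normexp background correction with an offset of 50, loess within each array after that correction, series table values, median scaling, scaling of both species together, half-lives of 15 and 40 min, other R2 thresholds, probes well above background only, leaving out the 0 min or the 60 min sample, exchanged or averaged repeats, and leaving out each repeat. Alternatives added after seeing the data were 1 called pair per neighbourhood of probe numbers, groups by brightness and by sequence identity, shuffled profiles relative to 0 min, leaving out saturated probes, the shares of coupled transcription differences and the relaxed share of coupled degradation differences with pairs called by limma, and the alternatives of the cis and trans limma fits. Further measures of brightness and of identity were also looked at after seeing the data and are not reported here.

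The code was tested on simulated data with the residuals of the real fits, in which 200 probe pairs were given a 2-fold difference in rate. The rule called 144 of the 177 changed pairs that were fitted and 6 unchanged ones, and limma called 149 of 149 and 0 unchanged ones. With levels drawn at random, 46.2% of 119 pairs with a level difference were opposite, among the called pairs together with all changed pairs that were fitted. Cross-hybridization was simulated after seeing the data, in 10 rounds for each of 5 shares of the ortholog's signal between 0% and 30%, with the rate and level differences of the real pairs permuted independently and noise from the residuals of the fits. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and edlib 1.3.9.post1, and R 4.3.3 with limma 3.58.1 and data.table 1.17.8.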

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

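The alternatives of the limma fit of trans differences were chosen only after its result was seen, while the fit and the test on overlapping probes were not.

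The ratio of S. cerevisiae to S. paradoxus degradation rates differed between the species pool and the hybrid, by a test of the difference itself on each array, for 1074 of 3873 probe pairs, of which 413 had a trans component faster in S. cerevisiae and 661 in S. paradoxus. The count rests on the replicate block: without it, 372 pairs were called. It was 312 and 1037 with each repeat left out in turn, 287 without the 60 min samples and 1701 with both species scaled together.

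Dye and material are confounded here, since by the sample labels the pool was green and the hybrid red on every array. If probe-specific differences between the dyes made up the trans component, it would not be shared by different probes. Between overlapping probes of one transcript it had a correlation of 0.935 (95% CI 0.894 to 0.961, 61 pairs of probes), as high as that of the rate ratio of the pool (0.894), which argues against such differences as the whole cause. These probes share part of their bases, so an effect of the shared bases or of the whole transcript is not excluded. The authors' dye correction by lowess, a gene-wide difference between the dyes and the physiology of the hybrid culture stay open, as does divergence of trans-regulators, which is the biological difference that the design names and which was not tested apart from the dye.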

How the results depend on the processing

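The alternatives by sequence identity, by brightness, by neighbourhood of probe numbers and for saturated probes, the shuffled profiles relative to 0 min, the coupled shares of transcription differences and the relaxed coupled share of degradation differences with pairs called by limma, and all alternatives of the cis and trans limma fits were chosen only after the results were seen; the others were chosen before the data were examined.

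The share of opposite effects in mRNA level, 70.2%, stayed above 50% with an exact binomial p under 0.05 in 16 of the 17 alternatives chosen in advance, which ranged from 57.9% to 77.8%. For estimated transcription rates it did so in 17 of 17 (89.2% to 97.1%), although permuted levels alone gave a mean of 89.5%. For cis rates with cis levels, 16 of 17 alternatives kept the direction and the side of the threshold (60.9% to 78.3%), and so did 16 of 17 for trans rates with trans levels (59.5% to 90.8%). Trans rates with cis levels kept theirs in 14 of 17 (33.3% to 43.0%), and cis rates with trans levels in only 7 of 17. The count by the rule of the methods stayed within 1.5 times the reported 316 in 14 of 16. The named genes ATP7, ECO1 and PRP9 kept their direction by limma in 14, 14 and 10 of as many alternatives. By the rule of the methods, PRP9 was not called with median scaling, loess, an R2 above 0.995, a half-life of 40 min or without the 0 or 60 min samples, ATP7 was not called with an R2 above 0.995 or without the 60 min samples, and ECO1 was called only without the 0 min samples. The share of small differences was 49.5% and crossed to the other side of 50% in 10 of 15 alternatives. In 3 of these the exact binomial p was under 0.05: 55.6% without repeat 1 (p = 1.0e-05), 52.8% with exchanged repeats (p = 0.028) and 52.2% with a half-life of 15 min (p = 0.017). Unless said otherwise, the cause was not tested for the changes that follow.

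With an R2 above 0.995, far fewer probe pairs were left, which limits every test. The limma fits called 5 pairs of the pool, 33 cis and 2 trans, the rule called 87 between species and 49 between repeats of S. cerevisiae, level differences were 49.6%, the cis share was 50% of 2 pairs and the coupled share 31.0%. Opposite effects were 65.9% (exact binomial p = 0.060), 53.4% for small differences, 100% for cis-cis, 80% for trans-trans and 50% for cis-trans and for trans-cis, and the overlapping probes gave 36%. With an R2 above 0.8, more pairs were tested, and limma called 1573 pairs of the pool, 2809 cis and 2158 trans, with level differences at 53.9%. With no filter on R2, limma called 2265, 3483 cis and 2963 trans.

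Scaling both species together shifts the median log2 ratio of rates from 0.02 to 0.22, so the calls lean to S. cerevisiae: limma called 1349 pairs, of which 1295 were faster in S. cerevisiae and 54 in S. paradoxus, against 490 and 376, and 1701 trans pairs, and the rule called 481. The coupled share was then 30.6%, fitted profiles 75.0% and opposite effects of small differences 50.5%. With a half-life of 15 min, limma called 488 of the pool, 2955 cis and 2194 trans, and the rule called 11 between repeats. Fitted profiles were 90.5%, level differences 54.1%, the cis share 63.4%, the coupled share 50.6%, opposite effects of small differences 52.2% and the overlapping probes 41.0%. With a half-life of 40 min, limma called 888 cis and 459 trans, the rule called 174 between repeats, fitted profiles were 60.3%, level differences 51.2%, cis-trans 46.5%, trans-cis 44.4% and the overlapping probes 39.3%.

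With normexp background correction, limma called 522 pairs of the pool (369 faster in S. cerevisiae, 153 in S. paradoxus) and the rule 15 between repeats, fitted profiles were 83.2% and level differences 48.3%. Cis-trans gave 41.4%, trans-cis crossed to 55.8%, small differences to 51.5%, and the overlapping probes gave 46.6% in S. cerevisiae and crossed to 58.1% in S. paradoxus. Loess within each array, applied after normexp, gave 82.6% fitted profiles, level differences of 49.5%, 27 calls between repeats, cis-trans 41.5%, overlapping probes 41.4% and small differences 50.9%. Among probes well above background, fitted profiles were 79.2%, level differences 51.9% and cis-trans 40.0%. Rates corrected for intensity moved cis-trans to 41.2%.

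With rates from repeat 2 and levels from repeat 1, the correlation of rates between the species was 0.620, fitted profiles were 77.3%, level differences 53.7%, the cis share 54.4%, cis-trans 43.5% and small differences 52.8%. The mean of both repeats gave level differences of 51.0%, cis-trans 44.9% and small differences 51.8%. Leaving out the 0 min samples lowered the cis share to 39.0% and the correlation between repeats to 0.821. Without the 60 min samples, limma called 287 trans pairs, the rule called 189 between repeats, the correlation between repeats was 0.846, cis-trans 44.0%, small differences 50.2% and the overlapping probes 46.9%. The methods' t-test on the intervals of both repeats called 632 of the 6335 pairs of the limma fit at its own threshold and 47 after Benjamini-Hochberg adjustment. Without the replicate block, limma called 372 trans pairs.

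With each repeat left out in turn, limma called between 417 and 1391 cis and between 312 and 1037 trans pairs, from a single time course per fit whose time points are assumed to vary as repeats would. The correlation between species lay between 0.620 and 0.777, fitted profiles between 77.3% and 77.8%, level differences between 52.4% and 53.7%, the coupled share between 37.8% and 50.0%, cis-trans between 32.1% and 46.7%, and small differences between 50.9% and 55.6%. The overlapping probes of S. cerevisiae gave 39.0% without repeat 2. Percentages of overlapping probes are those of S. cerevisiae unless said otherwise; those of S. paradoxus were 43.8% without the 0 min samples, 50.0% without the 60 min samples, 46.0% with loess and 42.1% with an R2 above 0.995. The share stayed below 50% with an exact binomial p under 0.05 in 5 of 12 alternatives in each species.

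Among subsets of the called pairs, opposite effects were 59.2% and 56.8% in the dimmest and middle of 3 equal groups by signal at 0 min, against 91.2% in the brightest, and 56.7% in the less alike of 2 groups by sequence identity, against 86.9% in the more alike; each subset holds fewer pairs. In the dimmest group by the dimmer probe at 60 min the share was 47.8%, but this signal follows from level and rate together, so the grouping itself separates opposite from parallel differences.

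Results for the oxidative phosphorylation genes and the RPB4 level were not run. Series table values were run for fitted profiles, the correlation between species and the count by the rule (328), and not run for the other results. Between 97.4% and 99.3% of spots were well above background in each sample, so signal over background limits few probes.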

Differences from the paper's values

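No test was chosen after the results were seen for the values of this part, except where a sentence says so.

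The paper gives 18% as the share of shuffled profiles with an R2 above 0.94, and here it was 5.47%. Of the alternatives chosen before the data were examined, leaving out the 0 min samples (18.3%) and leaving out the 60 min samples (17.7%) came within the paper's value, both with 3 time points per fit. Exchanged repeats, both species scaled together, median scaling, half-lives of 15 and 40 min, normexp and loess did not, with a range of 4.00% to 9.15%. Shuffling levels relative to 0 min, chosen after seeing the values, gave 19.9%.

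For the share with differential degradation, the paper's value is 11% of genes, and the rule of the methods called 4.26% of probe pairs here. With an R2 above 0.995 the share was 7.75%, within 1.5 times the paper's value. It lay between 2.59% and 7.05% in the other alternatives, which were an R2 above 0.8, both species scaled together, median scaling, half-lives of 15 and 40 min, normexp, loess, probes well above background, series table values, exchanged and averaged repeats, and leaving out a time point or a repeat. The limma fit over both repeats called 13.7% of the pairs tested. Without any test, 17.4% of the pairs in repeat 1 and 19.0% in repeat 2 had a ratio of rates above the paper's 1.4-fold. Above 1.5-fold these shares were 11.3% and 12.4%. Fig. 2 prints 316 as the number of genes with differential degradation, the same number as the probe pairs called here, but the units differ.

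Of transcription differences, the paper's shares coupled to degradation are 10% and 20%, for its conservative and relaxed definitions, and here they were 3.81% and 4.98%. None of the alternatives that kept the rule of the methods came within the paper's values, with ranges of 2.64% to 5.51% and 3.01% to 8.52%. With the pairs called by limma in place of the rule, which was chosen for these shares after seeing the values, they were 10.1% and 12.2%, the first within the paper's value and the second not.

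The paper lists 85 high-confidence trans-coupled genes and 92 high-confidence cis-coupled genes. Here 17 and 8 probe pairs met the definition, which are counts in another unit, and no alternative was run for them.

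For PRP9, the log2 ratio of rates is about 1.3 in Fig. 2, read by eye, and was 1.56 here. The log2 ratio of levels is about -0.2 in Fig. 2, read by eye, and was -0.75 here. With rates from repeat 2 and levels from repeat 1, a setting chosen before the data were examined, they were 1.38 and -0.40, within the replicate error of the values read from the figure.

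The paper states that the opposite effects became more frequent with stricter criteria on R2 (Figure S3). Here they were 70.9%, 70.2% and 65.9% at thresholds of 0.8, 0.94 and 0.995, with 223, 188 and 41 pairs, so no increase was seen. The paper's sets also used a limit on the residuals, which was not used here.

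The paper names PRP9 as a gene without a significant level difference. Its level difference was above 1.5-fold in repeat 2, which gave the levels here, and below it in repeat 1. The paper shows PRP9 among cis differences (Fig. 3). Its log2 ratio of rates in the hybrid was 1.59 in both repeats, but it was not classified here because the R2 of its S. paradoxus allele in repeat 1 was 0.833. With an R2 above 0.8 or a half-life of 15 min it was classified as cis, and in the other alternatives it was not classified.

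The paper's primer table lists ATP7 among the genes of the PCR measurements, which the paper describes as cis differences in the hybrid. Here the log2 ratio of rates of ATP7 was -1.17 and -0.95 in the pool and -0.23 and -0.13 in the hybrid, and it was classified as trans. The limma fit of the hybrid ratio also called it as a cis difference in the direction of the pool (adjusted p = 0.027). By the classes of the methods it was intermediate with a half-life of 40 min, not called with an R2 above 0.995 or without the 60 min samples, and cis in no alternative.

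The paper states differential degradation for the genes measured by PCR. ECO1 was not called by the rule of the methods in repeat 1, and was called by limma with an adjusted p = 0.0012 and a log2 ratio of -0.64, in the same direction in both repeats. Without the 0 min samples the rule called ECO1 and classified it as cis, and in the other alternatives it did not call it.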

Other observations

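The groups by brightness and by sequence identity, the simulation of cross-hybridization, the sizes of the rate differences of overlapping probes under the alternatives, the test on saturation and the test of exchanged labels were chosen only after the results were seen. The other tests on overlapping probes and those on different repeats and on repeats of one species were not.

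Opposite differences in rate and level between the species made up 70.2% of 188 called probe pairs. An error shared by the rate and the level of a repeat predicts a share near 50% when these come from different repeats, as they did here, which argues against it. With both from repeat 1 it was 77.8%, and with both from repeat 2 it was 64.4%. If the decay of dim probes were compressed, the brighter of the overlapping probes of one transcript would decay faster. It did so in 38.4% of pairs in S. cerevisiae and 35.6% in S. paradoxus. The share depended on the processing, with 46.6% and 58.1% after normexp background correction, 46.9% and 50.0% without the 60 min samples and 41.4% and 46.0% with loess after normexp, and in none of the 12 alternatives was it above 50% with an exact binomial p under 0.05. The 70.2% is of called pairs, while overlapping probes gave 0 calls, so the species value of like form is 56.7% over all pairs with a level difference. The rates of overlapping probes differed by more than 1.4-fold for 2 of 194 pairs in S. cerevisiae and 0 of 187 in S. paradoxus, although their signals differed by up to 16.5-fold, and for at most 9 of 216 pairs in the alternatives. This argues against compression as the whole cause of the called differences, with the limit that these probes share part of their bases.

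The paper reasons that cross-hybridization diminishes differences and is not expected to give opposite effects. In a simulation with rates and levels drawn independently of one another, in which each probe also read a share of the signal of its ortholog, the rule called fewer pairs as that share grew, and 49.6% of the called pairs were opposite at a share of 0%, 55.5% at 10% and 64.0% at 30%. At 20%, it was 60.9%. The rule called 8049 of 60681 simulated pairs at 0% and 2716 of 61622 at 20%, against 4.26% of pairs on the real arrays. The simulation at 0% thus called a larger share than the arrays did. Its true differences were the observed ones, which already hold any cross-hybridization of the arrays. These values depend on the simulated settings, and the share read on the real arrays is not known. If cross-hybridization contributes, more opposite effects are predicted among more alike probes, and the shares were 86.9% of 84 pairs in the more alike group and 56.7% of 104 in the less alike group (Fisher's exact p = 5.6e-06). This is consistent with a contribution of cross-hybridization, and it was smaller with rates from repeat 2 and levels from repeat 1 (67.2% and 60.4%, Fisher's exact p = 0.50). Other readings stay open. Sequence identity also follows the conservation of a gene, which was not tested. It was correlated with the signal at 0 min across probe pairs (Spearman 0.15), and among the brightest group the shares were alike, 92.1% and 90.0%, but in the other groups by brightness together they were 82.6% of 46 and 43.2% of 74 (Fisher's exact p = 2.2e-05), so brightness in these groups does not account for the whole difference. Among pairs called by limma, the less alike group still had 64.2% of 307 opposite (exact binomial p = 7.8e-07). Cross-hybridization limited to the more alike probes would not give this. The limma calls also use repeat 2, whose 0 min sample gave the levels. By the rule of the methods, the less alike group did not differ from 50% (56.7% of 104, exact binomial p = 0.20). With 1 called pair per neighbourhood it had 54.9% of 82 (exact p = 0.44), and with exchanged repeats 60.4% of 101 (exact p = 0.046). The argument thus depends on the set of called pairs.

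The share also rose with brightness: 59.2%, 56.8% and 91.2% in the dimmest, middle and brightest of 3 equal groups by signal at 0 min (Fisher's exact p = 9.4e-07 for the brightest against the others). With 1 called pair per neighbourhood these were 51.7%, 54.2% and 91.5%, for pairs called by limma 62.4%, 63.1% and 81.9%, and with rates from repeat 2 and levels from repeat 1 57.8%, 58.3% and 74.5% (p = 0.071 by Fisher's exact test). Over all pairs with a level difference they were 56.1%, 55.0% and 59.1%. The excess of opposite effects may thus be carried in large part by brightly hybridizing probes. Whether this reflects highly expressed genes, or noise that hides opposite effects in dim probes, was not tested.

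The rule of the methods called 4.26% of probe pairs between the species and 1.01% between repeats of S. cerevisiae (0.382% in S. paradoxus). Replicate error as the whole cause predicts as many calls between repeats, which the counts argue against. The margin was smaller in some alternatives: between repeats of S. cerevisiae and between the species the rule called 174 of 5544 and 265 of 5009 with a half-life of 40 min, 189 of 7658 and 269 of 7170 without the 60 min samples, and 49 of 1241 and 87 of 1122 with an R2 above 0.995. What part of the calls replicate error accounts for stays open.

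Fewer hybrid profiles (65.4% and 55.6%) than pool profiles (77.8% and 77.3%) had an R2 above 0.94. Without probes saturated at any time point the hybrid shares were 65.7% and 56.1%, which argues against saturation as the cause. Dye and material cannot be separated here, and no biological explanation was tested.

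The columns of the authors' series table for repeat 2 of the pool and repeat 1 of the hybrid held the values of each other's channels. If the labels of the scanner files were exchanged, the log2 ratio of rates would correlate more between the channels of one array than within a channel between repeats. Within a channel the correlations across probe pairs were 0.747 for the pool and 0.839 for the hybrid, and between the channels of one array they were 0.611 and 0.472. This argues against an exchange of the labels of the scanner files, which gave all values reported here, and leaves the arrangement of the table's columns as the open point.

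In the hybrid, the median half-lives of S. cerevisiae and S. paradoxus alleles were 21.4 and 21.4 min in repeat 1 and 20.5 and 20.7 min in repeat 2. In repeat 2 of the pool they were 22.0 and 22.9 min.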
